# Scaffold RNA engineering in type V CRISPR-Cas systems: a potent way to enhance gene expression in the yeast *Saccharomyces cerevisiae*

**DOI:** 10.1093/nar/gkad1216

**Published:** 2023-12-24

**Authors:** Lifang Yu, Mario Andrea Marchisio

## Abstract

New, orthogonal transcription factors in eukaryotic cells have been realized by engineering nuclease-deficient CRISPR-associated proteins and/or their guide RNAs. In this work, we present a new kind of orthogonal transcriptional activators, in *Saccharomyces cerevisiae*, made by turning type V CRISPR RNA into a scaffold RNA (ScRNA) able to recruit a variable number of VP64 activation domains. The activator arises from the complex between the synthetic ScRNA and DNase-deficient type V Cas proteins: dCas12e and denAsCas12a. The transcription activation achieved via the newly engineered dCas:ScRNA system is up to 4.7-fold higher than that obtained with the direct fusion of VP64 to Cas proteins. The new transcription factors have been proven to be functional in circuits such as Boolean gates, converters, multiplex-gene and metabolic-pathway activation. Our results extend the CRISPR-Cas-based technology with a new effective tool that only demands RNA engineering and improves the current design of transcription factors based on type V Cas proteins.

## Introduction

The CRISPR-Cas system, an RNA-based component of the immune system of bacteria and archaea, has become rapidly a widely used tool for genome editing and gene regulation in both prokaryotic and eukaryotic cells. In class 2 CRISPR-Cas systems (including type II, type V and type VI), DNA or RNA cleavage is carried out by a single CRISPR associated protein (Cas9, Cas12 and Cas13, respectively) upon forming a complex with a mature guide RNA sequence—termed either CRISPR RNA (crRNA) or single guide RNA (sgRNA)—complementary to the target DNA or RNA (1). Gene regulation is achieved by engineering nuclease-deficient Cas proteins (dCas). (d)Cas12a, which is representative of type V CRISPR-Cas system (2), makes complex with a short crRNA (∼40 nt) that consists of a direct repeat (DR) and a spacer (sp). Differently from type II CRISPR-Cas9, the transactivating RNA (tracrRNA) is not required (3–5). Cas12a has a double-nuclease activity because it cuts both RNA and DNA sequences. Hence, (d)Cas12a processes its precursor CRISPR-RNA (pre-crRNA) without the help of any endoribonucleases (e.g. RNase III), which simplifies its application to multiplex gene editing or regulation (6,7). Every DNase-deficient Cas protein is turned into a transcriptional factor (TF) upon fusion to an activation (e.g. VP64 and VPR) or a repression domain (e.g. Mxi1 and KRAB). dAsCas12a (isolated from the bacterium *Acidaminococcus* sp.*BV3L6*) was used as both a repressor and an activator in human, plant, and yeast cells (8–10). Moreover, an activator built on dLbCas12a (from *Lachnospiraceae bacterium*) was a component of a biosensor for the detection of tumor-related signals in mammalian cells (11). In 2021, Xu *et al.* realized and tested in mammalian cells a new compact activator, called dCasMINI-VPR, based on a mutant of Cas12f (12).

Cas12e—previously called CasX—is another type V CRISPR-associated protein that was isolated from *Planctomycetes* and first reported in 2017 (13). Cas12e is compact and small-sized: <1000 AA, whereas other popular Cas proteins such as AsCas12a, LbCas12a and SpCas9 are made of about 1200 AA. Among type V Cas proteins, Cas12e displays some unique features (14,15). First, Cas12e recognizes 5′-TTCN as a protospacer adjacent motif (PAM) instead of 5′-TTTV (V means not T), the sequence detected by Cas12a. Second, Cas12e makes a complex with a single-guide RNA (sgRNA)—like Cas9—rather than a mature crRNA, as in Cas12a case. Cas12e sgRNA is longer than Cas12a crRNA and the presence of a tracrRNA provides more engineering opportunities (16). In 2019, Liu *et al.* found that the bare DNase-deficient Cas12e (dCas12e) could silence GFP (green fluorescent protein) expression in *E. coli* (14). In 2021, the chimeric activator dCas12e-VPR and repressor dCas12e-KRAB were characterized in human cells by Cao *et al.* (17).

These studies showed how to engineer new, working TFs by taking dCas12a and dCas12e as templates to which activation/repression domains (dCas12-AD/RD) were fused. However, the CRISPR-dCas9 system had previously led to the construction of highly performant TFs by turning the sgRNA into a scaffold RNA (ScRNA) where domains of diverse typology were added or recruited. The ScRNA approach appeared to guarantee higher control of gene expression than the chimeric dCas9 in mammalian cells, *Saccharomyces cerevisiae*, and plants (7,16,18–21).

In this work, we have realized a new activation system, termed dCas12:ScRNA, by engineering scaffold RNAs for dCas12e and denAsCas12a proteins. To this aim, we modified the original type V sgRNA/crRNAs with the insertion of a variable number of RNA hairpins able to bind small coat proteins where the AD was fused. dCas12:ScRNA was tested successfully as a component of synthetic gene circuits such as Boolean gates and converters, and in multiplex-gene and β-carotene metabolic-pathway activation. Overall, our results show that dCas12:ScRNA enhances protein synthesis far more than the dCas12-AD:sgRNA/crRNA complex, which was obtained by fusing the AD to dCas12 directly, without any modification in the sgRNA/crRNA. These results resemble those that we published about dCas9-based activators (20).

## Materials and methods

### Plasmid construction

The plasmids constructed in this work were based on the integrative yeast shuttle vectors pRSII40X (X represents an auxotrophic marker)—a gift from Steven Haase (22)—obtained from Addgene. The list of all plasmids assembled in this work is given in Supplementary Material Excel Sheet 1.

The DNA sequences of the proteins used in this work were yeast-codon optimized and synthesized by Genewiz Inc., Suzhou (China). They are: dCas12e, denAsCas12a, dLbCas12a, MCP-VP64, PCP-VP64, QCP-VP64, Com-VP64, yEGFP, yEBFP, ABI, PYL1, GID1, GAI, Flex-loxp, MCP-P65-HSP1, crtE-Tsynth24, crtI-Tsynth6 and crtYB-TGUO1. The protein recombinase (Cre) was a gift from Yingjin Yuan (Tianjin University).

#### Construction of plasmids containing a fluorescent protein

The DNA sequences of the two fluorescent proteins—yEGFP and yEBFP—were first amplified via PCR from template plasmids. These coding regions (CDSs) were then incorporated, together with a promoter (either the synthetic promoter 1x/3x_lexOpR/tetOp_truncated_pCYC1core or the constitutive *GPD/REV1* promoter) and the synthetic terminator Tsynth24 (23), into the cut-open vector pRSII405 (digested with Acc65I (NEB-R0599S) and SacI-HF (NEB-R3156S)) via Gibson assembly (24).

#### Construction of plasmids containing a Cas protein

BamHI-dCas12e/denAsCas12a/dLbCas12a-Xhol fragments were amplified via PCR from the corresponding template plasmids and inserted into acceptor vectors designed *ad hoc*—pRSII406-pGPD-ATG-NLS-GS-HIStag-GS-BamHI-sp-XhoI-(nothing/-linker_VPR/_VP64/_Mxi1)-NLS-TAA-TGUO1, where ‘sp’ represents a short random sequences, and ‘nothing’ means that the bare protein was used—via Gibson assembly. Both vector and Cas-template plasmid were digested with BamHI (NEB-R0136V) and XhoI (NEB-R0146V). The insert (Cas protein) was then ligated to the cut-open vector with T4 DNA ligase (NEB-M0202S—over 16 h at 16°C).

#### Construction of plasmids containing a coat protein

The sequences Xhol-NLS-MCP/PCP/QCP/Com-VP64 or Xhol-NLS-MCP-P65-HSP1 were obtained from template plasmids via PCR and then assembled, together with pADH1 and ADH1t, into a cut-open vector (pRSII404, digested with Acc65I and SacI-HF) via Gibson method give rise to the P1 plasmids: pRSII404-pADH1-Xhol-NLS-(MCP/PCP/QCP/Com-VP64)/(MCP-P65-HSP1)-ADH1t-SacI. P1 plasmids were used as acceptor vectors for the construction of two more kinds of plasmids: pRSII404-pADH1-Xhol-NLS-MCP-VP64-linker_VP64-TGUO1-SacI and pRSII404-pADH1-Xhol-NLS-MCP/PCP/QCP-Mxi1-CYC1t-SacI. In these cases, MCP-VP64 (MCP) and linker_VP64-TGUO1 (Mxi1-CYC1t) were obtained via PCR and then assembled, via Gibson method, together with a cut-open P1 plasmid (digested with Xhol and SacI-HF).

#### Construction of plasmids containing hetero-dimerization proteins

Two acceptor vectors: pRSII403-pADH1-NLS-MCP-BamHI-sp-XhoI-FLAG_tag-TAA-ADH1t and pRSII405-pTEF2-HA_tag-BamHI-sp-XhoI-linker_VP64-NLS-TGUO1 together with the expression plasmid pRSII406-pGPD-ATG-NLS-GS-HIStag-GS-BamHI-dCas12e-XhoI-GS-NLS-TAA-CYC1t-SacI were, initially, assembled via Gibson method. Then, the fragments BamHI-ABI/PYL1/GID1/GAI-XhoI or Xhol-ABI/PYL1/GAI-Xhol-TAA-ADH1t-SacI were incorporated inside the cut-open plasmids (digested with BamHI and XhoI or Xhol and SacI) via Gibson method again.

#### Construction of plasmids containing the ScRNA expression cassettes

dCas12e sgRNA sequences were based on (14), whereas the crRNA for denAsCas12a and dLbCas12a came from our previous work (10). ScRNAs were built via PCR. The full plasmids expressing ScRNAs were assembled via Gibson method. Information about ScRNA design and construction are given in the ‘ScRNA’ section of the Supplementary Material.

#### Construction of plasmids containing the β-carotene pathway components

The acceptor vector pRSII405-Acc65I-pTEF2-HAtag-BamHI-sp-XhoI-linker_VP64-NLS-TGUO1-SacI was constructed via Gibson method. crtE-Tsynth24, obtained from a template plasmid via PCR, was inserted, together with pTEF1-SalI, into the above cut-open vector (digested with Acc65I and BamHI) via Gibson assembly to get plasmid 1: pRSII405-Acc65I-pTEF1-SalI-crtE-Tsynth24-BamHI-sp-XhoI-linker_VP64-NLS-TGUO1-SacI. Afterwards, plasmid 1 was cut-open with Xhol and SacI to incorporate, via Gibson method, crtI-Tsynth6, together with 3xlexOpR_trunc_pCYC1core, and obtain plasmid 2: pRSII405-Acc65I-pTEF1-SalI-crtE-Tsynth24-BamHI-sp-XhoI-3xlexOpR_trunc_pCYC1core-crtI-Tsynth6-SacI. Finally, plasmid 2 was cut-opened with BamHI and Xhol to replace the random spacer ‘sp’ with the 3xtetOp_trunc_pCYC1core and crtYB-TGUO1 fragment (obtained by PCR) and construct the three-gene-expression plasmid 3: pRSII405-Acc65I-pTEF1-SalI-crtE-Tsynth24-BamHI-3xtetOp_trunc_pCYC1-crtYB-TGUO1-XhoI-3xlexOpR_trunc_pCYC1core-crtI-Tsynth6-SacI. A plasmid where crtE was controlled by pREV1 was obtained by using plasmid 3 as cut-open vector (digested with Acc651 and SalI (NEB-R0138V)) where the *REV1* promoter was inserted via Gibson method.

All PCRs were touchdown PCRs. They made use of Q5 High-Fidelity DNA Polymerase (NEB-M0491S). DNA fragments extracted from PCR products were purified via the AxyPrep DNA extraction kit (Axigen-AP-GX-250). 5 μl DNA parts (both PCR products and the cut-open vector) were added into 15 μl Gibson Isothermal assembly mixture and reacted at 50°C for 1 h. 50 μl DH5α (Life Technology––18263-012) *Escherichia coli* cells were transformed, via a short heat shock at 42°C, with 5 μl of the solution containing the new assembled plasmids (10).

### Yeast transformation

*S. cerevisiae* strain CEN.PK2-1C (MATa; his3Δ1; leu2-3_112; ura3-52; trp1-289; MAL2-8c; SUC2), Euroscarf-30000A (Johann Wolf-gang Goethe University, Frankfurt, Germany)—termed byMM584 was used as a chassis for all circuits constructed in this work. Lithium acetate-thermal shock yeast transformation (25,26) with integrative plasmids demanded to linearize 5 μg of plasmids via digestion inside the auxotrophic marker. Lithium acetate, polyethylene glycol (PEG), dimethyl sulfoxide (DMSO), and salmon sperm DNA were used to facilitate the uptake of plasmids by the cells. The heat shock lasted 15 min at 42°C. After transformation, yeast cells grew on solid synthetic selective media (2% glucose, 2% agar) for up to 4 days at 30°C. All strains used/realized in this work are listed in Supplementary Material Excel sheet 2.

### Cell culture and media

Media for yeast culture, i.e. YPD rich medium, synthetic defined complete medium (SDC), SD selective media, and SDC supplied with 10 mM methionine (CAS number: 63-68-3) were prepared according to the details in (26). 50 mM stock solutions of GA3 (CAS number: 77-06-5) and ABA (CAS number: 21293-29-8) were prepared for GA3 and ABA titration curves (YES and AND gate testing). 50 mM GA3 (ABA): dissolve 20.9 (13.22) mg GA3 (ABA) in 1 ml Ethanol (Analytical grade) and sterilize it with a 0.22 μm filter membrane (avoid using artificial light during the whole process).

### Flow cytometry

Strains were cultured, first, at 30°C 240 RPM in 2 ml SDC or SDC supplied with methionine (10 mM), GA3 or ABA for 16 h. Then, cell solutions were diluted (1:20) into the same medium to grow for 8 more hours. 20 μl cell culture were then added to 300 μl ddH2O. BD FACSVerse machine was used for fluorescence intensity evaluation (laser 488 nm-FITC filter 527/32 nm, and laser 405 nm-Pacific Blue filter 448/45 nm were selected for green and blue fluorescence detection, respectively). To gain reliable data, we checked the performance quality control (PQC) of the machine and used fluorescent beads (BD FACSuite CS&T Research beads 650621) to regulate the voltage with FITC and Pacific Blue filter. The criterion to adjust the voltage is that the difference of the peak values between two consecutive bead measurements should not be bigger than 5%. Ten thousand cells were collected in each independent experiment (three at least) and fluorescence mean value—analyzed with the flowcore R-Bioconductor package (27)—was utilized for data analysis and comparison. Statistical analyses were based on two-sided Welch's *t* test and one-way ANOVA (for all FACS analyses, see Supplementary Tables S1–S23 and S26–S27 in the section ‘Supplementary Tables with Statistical Data Analysis’ and Supplementary Material Excel sheet 3).

### RT-qPCR

RNA extraction from *S. cerevisiae* and cDNA synthesis were carried out via YeaStar RNA kit (Zyomo Research-R1002) and HiFiScript cDNA Synthesis kit (CWBIO-CW2569M). As for qPCR, we utilized 2xSYBR Green qPCR Mix kit (AH0104, Shandong Sparkjade Biotechnology Co., Ltd). *ACT1* was taken as a reference gene. Primers for *yEGFP*, *yEBFP* and *ACT1* genes were designed with the Primer3Plus (28) program, those for *HED1*, *GAL7*, and *CYC1* were taken from references (29,30). 10 μl reaction solution was prepared according to the instructions in the 2xSYBR Green qPCR Mix kit and analyzed with a Roche LightCycler96 machine with a two-step program: (i) hold stage, 10 min at 95°C; (ii) amplification step: 15 s at 95°C followed by 34 s at 55°C (40 cycles); (iii) melting curve stage: 10 s at 95°C, then 60 s at 65°C, and, finally, 1 s at 97°C. Each sample was measured at least three times. Gene amplification was calculated via the Pfaffl formula (31) (all primers used in qPCR and more details on the endogenous target sequence are available in Supplementary Material, section ‘RT-qPCR’; numerical results are shown in Supplementary Tables S24–S25 and S28–S31).

### Characterization of β-carotene

Transformation plates for the whole β-carotene metabolic pathway with and without the dCas12:ScRNA activators were incubated at 30°C for 6 days. Then, single colonies were transferred to fresh plates where they grew for two more days. Cells were taken with a sterile loop and diluted in SDC solution to get OD equal to 1.0. 10 μl of each cell solution were dropped into a new plate. This plate was put into a 30°C incubator for 6 days. Finally, the plate was photographed with a NIKON DIGITAL CAMERA D3200.

### Yeast samples preparation for RNA-seq

Yeast strains grew overnight before being diluted (1:20) into fresh solution. Then, they grew for 8 more hours at 30°C, 240 RPM. Cells were then centrifuged at 3000 × g for 5 min. The supernatant was discarded and the cells were frozen with liquid nitrogen.

## Results

### Construction of dCas12e-based activators in *S. cerevisiae*

To turn dCas12e:sgRNA into an *S. cerevisiae* activator, we initially fused an activation domain (either VP64 or VPR) to dCas12e (see Supplementary Figure S1A-B). To detect activation easily, we adopted a synthetic weak promoter (termed ‘truncated_pCYC1core’—see Supplementary Table S1 for a comparison with native promoters in *S. cerevisiae*) to control the expression of the yeast enhanced green fluorescent protein (yEGFP) (10). The truncated_pCYC1core harbors one (1×) or three (3×) lexOpRs—i.e. the right part of the full lex operator (32)—upstream of a variant of the *CYC1* core promoter where the 5′UTR (untranslated region) was reduced from 71 to 24 bp. Two sgRNAs were tested in this circuit, one binding the anti-sense strand (bA) of lexOpR, the other the sense strand (bS). dCas12e-VP64/VPR:sgRNA showed activation efficiency close to that of dLbCas12a- and denAsCas12a-based activators (10) (see Supplementary Figure S1C). The highest fluorescence enhancement (3.52-fold) with respect to the control circuit (in which the sgRNA was not expressed), was reached by dCas12e-VPR:sgRNA acting on the sense strand of 3xlexOpR. Different from dCas12a-based activators (10), dCas12e-VP64/VPR:sgRNA induced higher gene expression when targeting lexOpR on the sense strand. In most cases, the sgRNA binding the anti-sense strand failed to increase fluorescence significantly with respect to the control circuit (see in Supplementary Table S2). Hence, in the next experiments, only sgRNAs targeting the sense strand were used.

We focused, then, on the construction of a new kind of activator where the ADs were recruited by a modified sgRNA, i.e. the scaffold RNA. In order to link sgRNA and ADs, we resorted to, as in (18), RNA hairpin—coat protein pairs made of a long, viral, non-coding RNA that folds into a hairpin secondary structure recognized and bound by a unique coat protein. The RNA hairpin—coat protein pair becomes a bridge between the sgRNA and the AD after fusing the sgRNA to the RNA hairpin and the AD to the corresponding coat protein. It was crucial, therefore, to identify the regions of the sgRNA that could be modified with a viral RNA hairpin without compromising the formation of the dCas12e:sgRNA complex. We analyzed the three-dimensional structure of Cas12e:sgRNA (14) and identified three favorable positions: the 5′-end, loop 1 and loop2 (see Supplementary Figure S1D). Loop 1 is far from the core of the Cas12e:sgRNA complex; loop 2 and the 5′-end look like ‘exposed’ peripherical motifs rather than embedded in the structure of the complex.

Initially, we selected loop 1 to insert the RNA hairpins (see Figure 1A) and assess the working of four RNA hairpin—coat protein pairs (MS2-MCP, PP7-PCP, Qβ-QCP, and com-Com, see Figure 1B) (33). Previously, Pan *et al.* succeeded in constructing a synthetic activator in plant (termed dAaCas12b-Act3.0) by incorporating the MS2 aptamer into the sgRNA of dAaCas12b (7), which hinted to the possibility of extending type V mature crRNA as a ScRNA.

**Figure 1.**
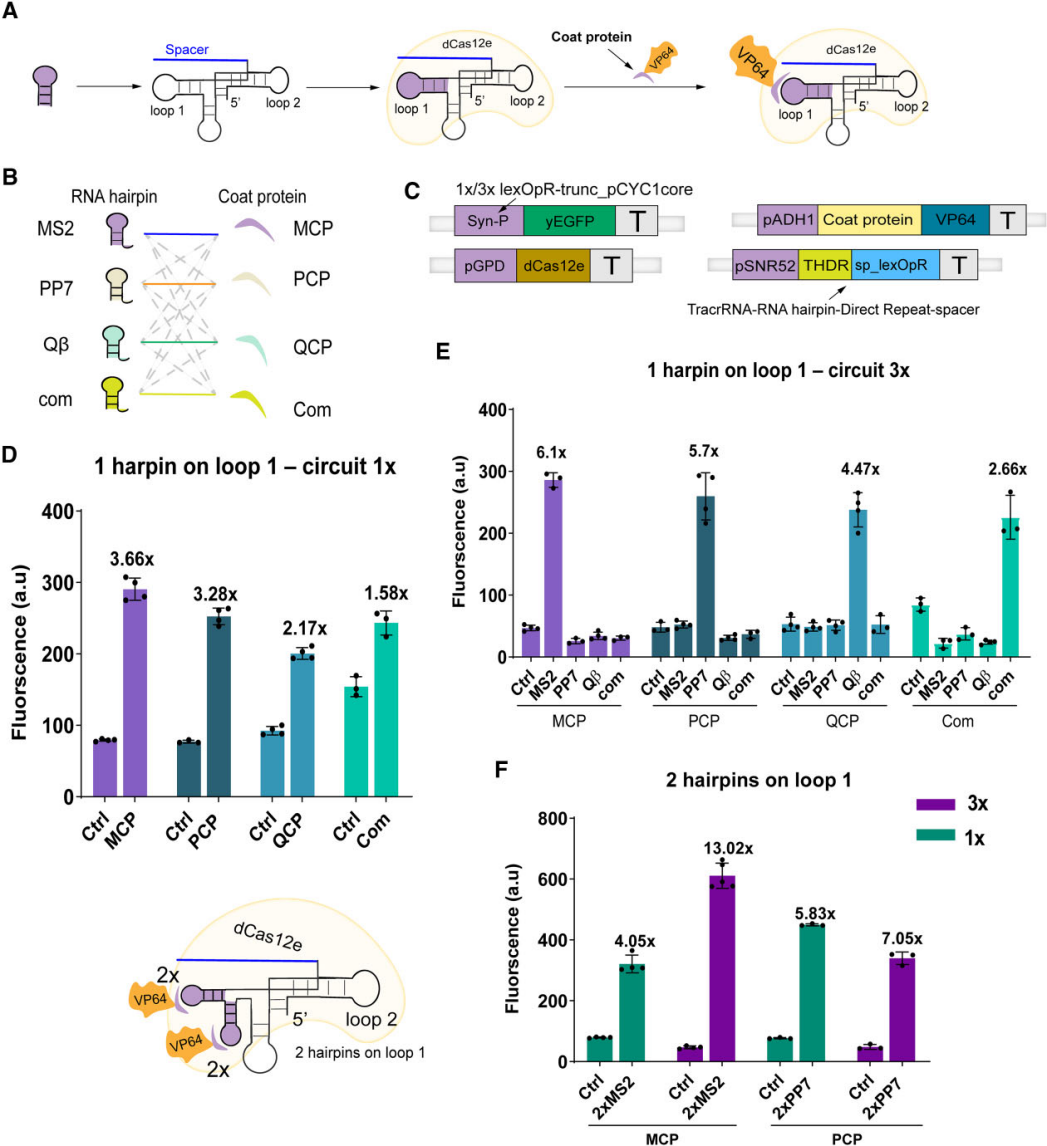
New *S. cerevisiae* activators based on the interaction between dCas12e and its scaffold RNA. (**A**) The (d)Cas12e single-guide RNA is turned into a scaffold RNA by inserting one hairpin on loop 1. The complex dCas12e:ScRNA behaves like an activator since the RNA hairpin recruits specific coat proteins fused to the VP64 AD. (**B**) The four RNA hairpin—coat protein pairs (MS2-MCP, PP7-PCP, Qβ-QCP, and com-Com) used in this work and all possible combinations among them. (**C**) Activation circuits. The reporter protein, yEGFP, is controlled by a synthetic weak promoter (Syn-P) (10) that hosts either a single or three lexOpRs. dCas12e and the chimeric protein resulting by the fusion of a coat protein with VP64 are constitutively expressed by strong promoters. The ScRNA contains the original tracrRNA (T) followed by loop 1 (modified with the insertion of one or two hairpins—H), the direct repeat (DR), and the spacer complementary to lexOpR (**sp**_lexOpR). ScRNA synthesis demands an RNA polymerase III-dependent promoter (pSNR52). **(D)** The activation efficiency of dCas12e:ScRNA on circuit 1x (i.e. Syn-P hosts a single lexOpR) by varying the four RNA hairpin—coat protein systems. Loop 1 contains a single hairpin. (**E**) Activation efficiency of dCas12e:ScRNA on circuit 3× with the four RNA hairpin—coat protein pairs. The orthogonality among the four RNA hairpin—coat protein pairs is apparent since fluorescence is enhanced only when a coat protein interacts with its corresponding RNA hairpin. (**F**) Schematic and activation efficiency of dCas12e:ScRNA when loop 1 hosts a double hairpin (only MS2-MCP and PP7-PCP pair were tested). Each hairpin recruits two copies (2×) of the corresponding coat protein linked to VP64. Values on the top of the bars refer to the activation folds with respect to the control circuits (‘Ctrl’) in which the ScRNA was absent.

We placed a single RNA hairpin on loop 1 and fused VP64 to the coat protein. The ScRNA induced a significant activation on the two circuits that we constructed (they are indicated as 1× and 3× since they differ only for the number of lexOpR in the synthetic promoter upstream of *yEGFP*—see Figure 1C). MS2-MCP was the most performant pair (3.66-fold in 1× circuit (*P*-value < 0.0001, *n* = 4—number of replicates), 6.1-fold in 3× circuit (*P*-value = 0.0003, *n* = 3)), whereas com-Com was the only pair that failed to reach the ‘working threshold’ (2-fold) (34) when acting on a single lexOpR. It should be noted, though, that the low activation efficiency of Com-com was due only to its high basal expression (i.e. the fluorescence level of the control circuit) and not to a low activation induced by the complete system. Three lexOpRs guaranteed, as expected, a higher ON/OFF ratio than a single lexOpR (see Figure 1D, E and Supplementary Tables S3–S4).

In addition, we studied the orthogonality among the four RNA hairpin—coat protein pairs by testing all 16 possible combinations of the coat proteins and the hairpin structures. The results, shown in Figure 1E, point out that each RNA hairpin recruits its own coat protein only and does not interact with the other three, which means that there is no crosstalk between the four RNA hairpin—coat protein pairs. Therefore, more RNA hairpin—coat protein pairs can be used within the same circuit (see in Supplementary Table S4).

Next, we added to loop 1 a double RNA hairpin (either 2× MS2 or 2× PP7, each recruiting two coat proteins fused to VP64) (18). The new ScRNA improved the ON/OFF ratio on both 1× and 3× circuit, with the highest value (13.02, *P*-value < 0.0001, *n* = 5) achieved by the MCP-MS2 pair in the 3× circuit (see Figure 1F and Supplementary Figure S1E, Supplementary Table S5).

On the whole, our results point out that loop 1 is an advantageous position to engineer a scaffold RNA for (d)Cas12e. The insertion of RNA hairpins that interact with specific coat proteins fused to a strong AD led to the construction of new activators. Therefore, loop 1 structure can be modified without preventing the formation of the dCas12e:ScRNA complex and its binding to the DNA. The MS2-MCP RNA hairpin—coat protein pair appeared to be the most performant among the four we tested. The usage of two hairpins on loop 1 allowed recruiting more MCP-VP64 with a consequent increase in fluorescence expression.

### Evaluating more configurations of the dCas12e:ScRNA complex

Besides loop 1, we inserted a double MS2 hairpin onto two more regions (the 5′-end and loop 2). Moreover, we constructed three more ScRNA configurations where a double RNA hairpin was inserted into two different positions, namely: 5′-end and loop 1 (2xMS2 on each location); loop 1 and loop 2 (2× MS2 on each loop); and loop1 and loop2 (2× PP7 on loop 1 and 2× MS2 on loop 2—see Figure 2A and Supplementary Figure S2A). Our results show that, in circuit 1×, only by placing 2× MS2 on both 5′-end and loop 1 the ON/OFF ratio increased with respect to the case of 2× MS2 on the sole loop 1 (5.42 versus 4.05, see Figure 2B and Supplementary Table S6). In contrast, the activation efficiency of the other new ScRNA configurations did not exceed that due to a double MS2 hairpin on loop 1, no matter how many operators were present on Syn-P. The highest ON/OFF ratio was, nevertheless, a significant 8.96 (*P*-value < 0.0001, *n* = 5, see Figure 2C and Supplementary Table S7). The configuration with a double RNA hairpin on the 5′-end only led to a low activation (<2-fold) in both 1× and 3× circuit (see Figure 2B and C).

**Figure 2.**
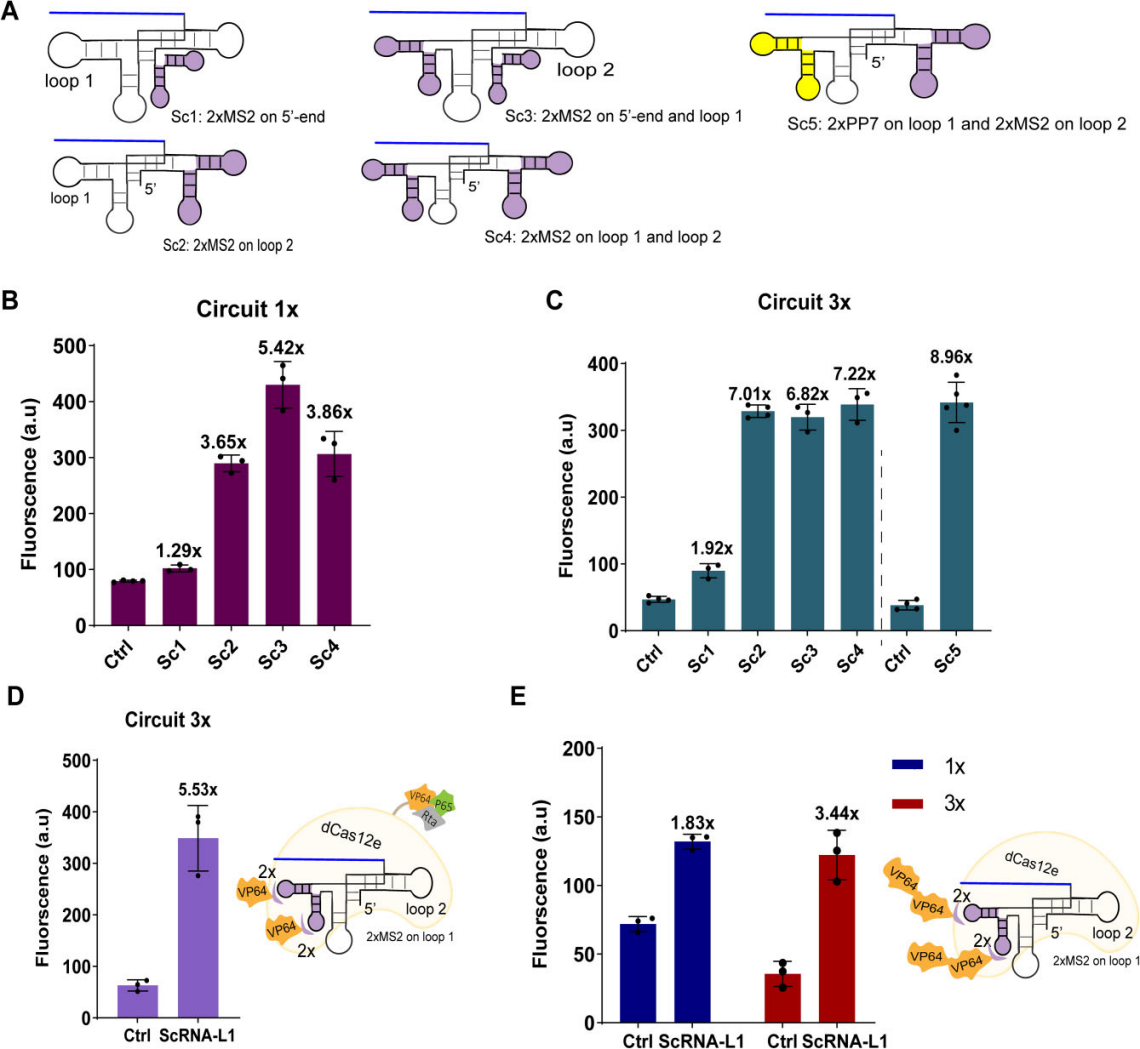
Comparing different configurations of the dCas12e:ScRNA complex. (**A**) ScRNA structures. They were constructed by inserting one or two double RNA hairpins (2× MS2—in purple—or 2× PP7—in yellow) into one or two of the three selected regions (loop 1, loop 2, and 5′-end) of dCas12e sgRNA. (B, C) Activation efficiency of dCas12e:ScRNA variants in the circuits with one (**B**) and three lex operators (**C**). (**D**) The activation efficiency of dCas12e-VPR:ScRNA in the 3× circuit. (**E**) Fluorescence ON/OFF ratios in the circuits hosting the dCas12e:ScRNA variant with 2× VP64 fused to MCP. Values on the top of bars refer to the activation folds with respect to control circuits, ‘Ctrl’, where the ScRNA is not expressed.

On the whole, loop 1 appears to be the best location for engineering Cas12e sgRNA. In particular, the most performant ScRNAs demanded MS2 (in a single or double copy) on loop 1.

For a comparison with a well-studied activation system, we built three circuits containing dSpCas9:ScRNA acting on either 1× lexOpR or 3× lexOpR upstream of the truncated_pCYC1core. dSpCas9-based activators—where ScRNA hosted 2× MS2 on a single location—turned out to be fairly stronger than dCas12e:ScRNA on both 1× (2.08-fold) and 3× (1.56-fold) circuit. In the presence of a double hairpin on two different locations of the scaffold RNA, dSpCas9:ScRNA became up to 3.5-fold stronger than dCas12e:ScRNA (see Supplementary Figure S2B). From this comparison, we can conclude that dCas12e, although less performant, is nevertheless a reasonable alternative to dSpCas9 for the construction of activators based on scaffold RNAs.

We made two more attempts to further enhance the performance of dCas12e-based activators. The first one combined dCas12e direct modifications with sgRNA engineering (see Figure 2D and Supplementary Figure S2C). Here, we expressed the chimeric protein dCas12e-VPR together with an ScRNA hosting 2× MS2 on loop1. In the second test, we fused two copies of VP64 to the MCP coat protein (see Figure 2E and Supplementary Figure S2D). Both new configurations did not provide a better activation than that of the previous designs (see Figure 2D, E and Supplementary Tables S8–S9).

Beside activation, we also studied repression of transcription, in *S. cerevisia*e, by dCas12e-based systems. We engineered two kinds of repressors—dCas12e(-Mxi1):sgRNA and dCas12e:ScRNA-Mxi1—that targeted the yeast enhanced blue fluorescent protein (yEBFP) (35). Moreover, we constructed dLbCas12a-based repressors as a positive control (10). Both variants of dCas12e-based repressors failed to decrease gene expression (see Supplementary Figure S2F) in striking contrast with dLbCas12a-Mxi1:crRNA that reduced fluorescence up to 81% (see Supplementary Figure S2E).

Taken together, we have shown that a new type of activator is realized by turning Cas12e sgRNA into a scaffold RNA that recruits multiple copies of VP64. Similar to dCas9:ScRNA, also dCas12e:ScRNA shows higher activation efficiency than that reached by fusing the AD to the Cas protein directly. The strongest configuration that we engineered came from the combination of the bare dCas12e with an ScRNA hosting 2× MS2 on loop 1. Thus, in the following experiments we employed only this highly performant activation system that is referred to as dCas12e:ScRNA-L1.

### Engineering a highly effective denAsCas12a ScRNA by placing 2× MS2 at the modified 5′-end of the crRNA

In a previous study, we showed that denAsCas12a-AD:crRNA was a good activator in *S. cerevisiae* (10). Considering the above results obtained for CRISPR-dCas12e, we investigated if an ScRNA could be implemented in the CRISPR-denAsCas12a system too. Initially, we placed the 2× MS2 hairpin on the 3′-end of denAsCas12a crRNA (ScRNA-3′, see Figure 3A for the activation circuit). However, as shown in Figure 3B and Supplementary Table S10, denAsCas12a in complex with ScRNA-3′ induced a low activation on the 3× circuit (only 1.72-fold, *P*-value = 0.0052, *n* = 3). We thought that 2× MS2 in 3′-end might interfere with the binding of the spacer to the target DNA. Therefore, we moved 2× MS2 to the 5′-end of the crRNA (ScRNA-5′). Here, we had to mutate the DR sequence to prevent the loss of 2× MS2 due to the RNase activity of denAsCas12a. We tried four different mutant versions of DR (named mDR1 to mDR4) and introduced a 16-bp-long linker between 2× MS2 and the mDRs (see Figure 3C and Supplementary Table S11). mDR1 and mDR2 displayed higher activation than 2-fold. In particular, mDR1 provoked a 5.03 ON/OFF ratio (*P*-value < 0.0001, *n* = 5).

**Figure 3.**
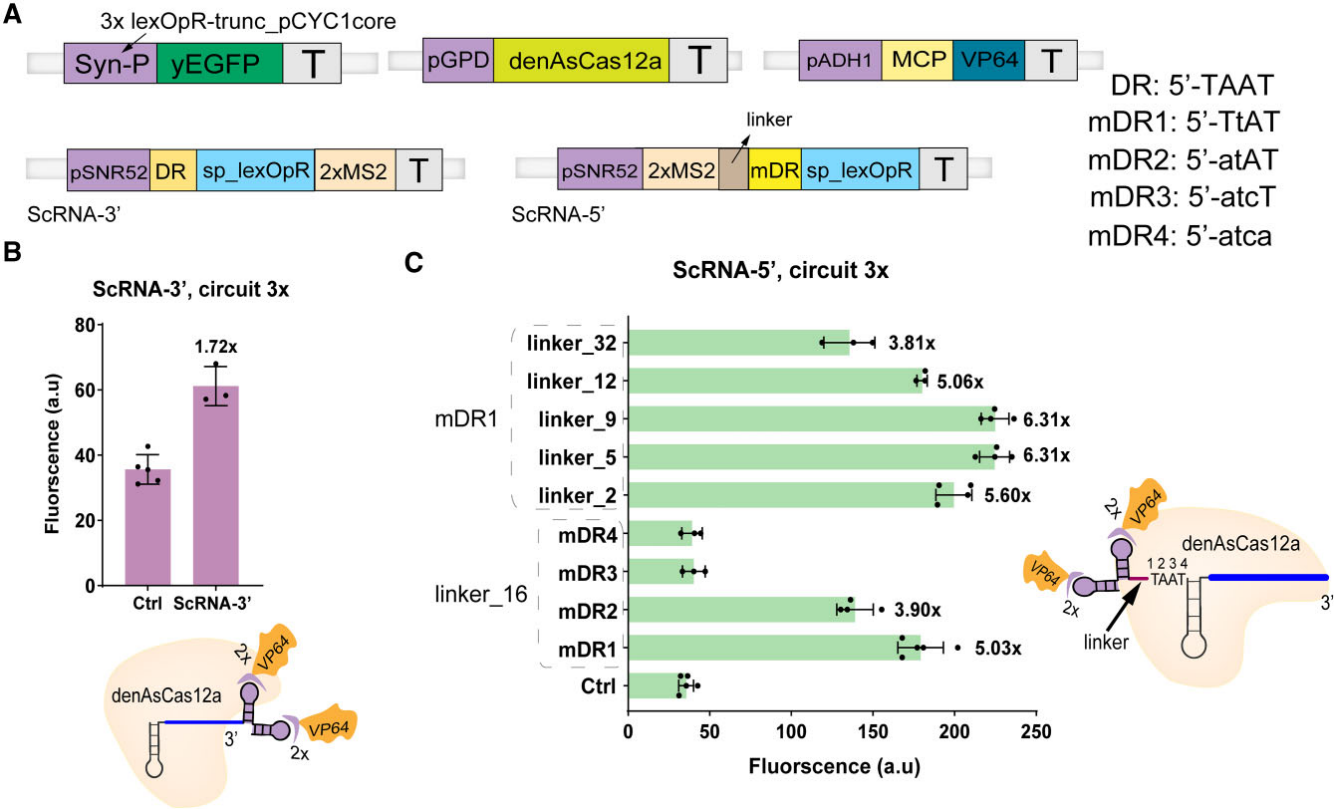
Engineering and optimizing the ScRNA for denAsCas12a. (**A**) The transcription units in the circuits hosting denAsCas12a:ScRNA activators. The 2× MS2 motif was inserted into either the 3′- or 5′-end of denAsCas12a crRNA to build ScRNA-3′ and ScRNA-5′, respectively. Four initial versions of ScRNA-5′ were constructed by mutating the DR (mDR1 to mDR4). (**B**, **C**) Activation efficiency of denAsCas12a:ScRNA-3′ and denAsCas12a:ScRNA-5′, respectively. In (C), the four mutated direct repeats (mDR1 up to mDR4) were first tested in association with a 16-bp-long linker. The length of the linker was, then, changed from 2 to 32 bp by keeping mDR1 fixed in the ScRNA-5′ structure. ‘Ctrl’ is a circuit without ScRNA expression. Values on top of bars are the activation enhancements with respect to ‘Ctrl’.

We further modified ScRNA-5′ by keeping mDR1 and changing the length of the linker from 2 to 32 bp. Short linkers (5 and 9 bp) assured an activation increase up to 6.31-fold (*P*-value < 0.0001, *n* = 4), which is almost 2.69 times higher than that obtained by fusing VP64 to denAsCas12a directly (2.35-fold, *P*-value 0.0002, *n* = 3, see Supplementary Figure S3A and Supplementary Table S12). Longer linkers appeared to decrease activation efficiency. This became particularly evident with the 32-bp-long linker because the ON/OFF ratio dropped to 3.81 (*P*-value = 0.0060, *n* = 3).

We tested also the P65-HSF1 AD, already employed in mammalian cells (16), together with dCas12e:ScRNA-L1 and denAsCas12a:ScRNA-5′ structure. However, it turned out to be unfunctional in *S. cerevisiae*—see Supplementary Figure S3B and Supplementary Table S13.

These experiments show that an ScRNA can be built for denAsCas12a as well. Moreover, it permits to accomplish higher activation than by modifying denAsCas12a directly, as it happened with dCas12e and dCas9 too. The optimal ScRNA configurations for the CRISPR-denAsCas12a system contain the mutated direct-repeat mDR1 and a short (5 or 9 bp) linker. In the rest of this work, we adopted only the configuration with the 5-bp-long linker that will be indicated just as ScRNA-5′.

### Plant hormone inducible systems based on the dCas12e:ScRNA activator

Since the inputs of a large number of synthetic gene circuits are chemicals (36), we tested the working of dCas12e:ScRNA-L1 as an inducible activator by coupling it with plant hormone-inducible hetero-dimerization systems. Initially, we engineered Boolean gates responding to a single input (YES or buffer gates). As a first input, we used the plant hormone gibberellin (GA3) that triggers the hetero-dimerization between GID1 and GAI domains (37,38). GAI was fused to MCP, GID1 to the VP64 (see Supplementary Figure S4A-Design 1). In the presence of GA3, the dimerization of GID1 with GAI established a link between MCP and VP64. Once MCP had bound ScRNA-L1, a complete dCas12e:ScRNA-L1 activator was formed (see Figure 4A and Supplementary Table S14). The expression level of yEGFP increased rapidly at low concentrations of GA3 (up to 125 μM—circuit 3x, and 200 μM—circuit 1×). Then, any further increment became less evident with no significant statistical difference in the fluorescence levels at higher concentrations of GA3. Circuit 3× showed higher sensitivity to GA3 by returning an ON/OFF ratio equal to 2.46, whereas circuit 1× reached 2.18 only. The control circuit (in which the ScRNA was missing) did not return significant changes in fluorescence by varying GA3 concentration (see Supplementary Figure S4B and Supplementary Table S15).

**Figure 4.**
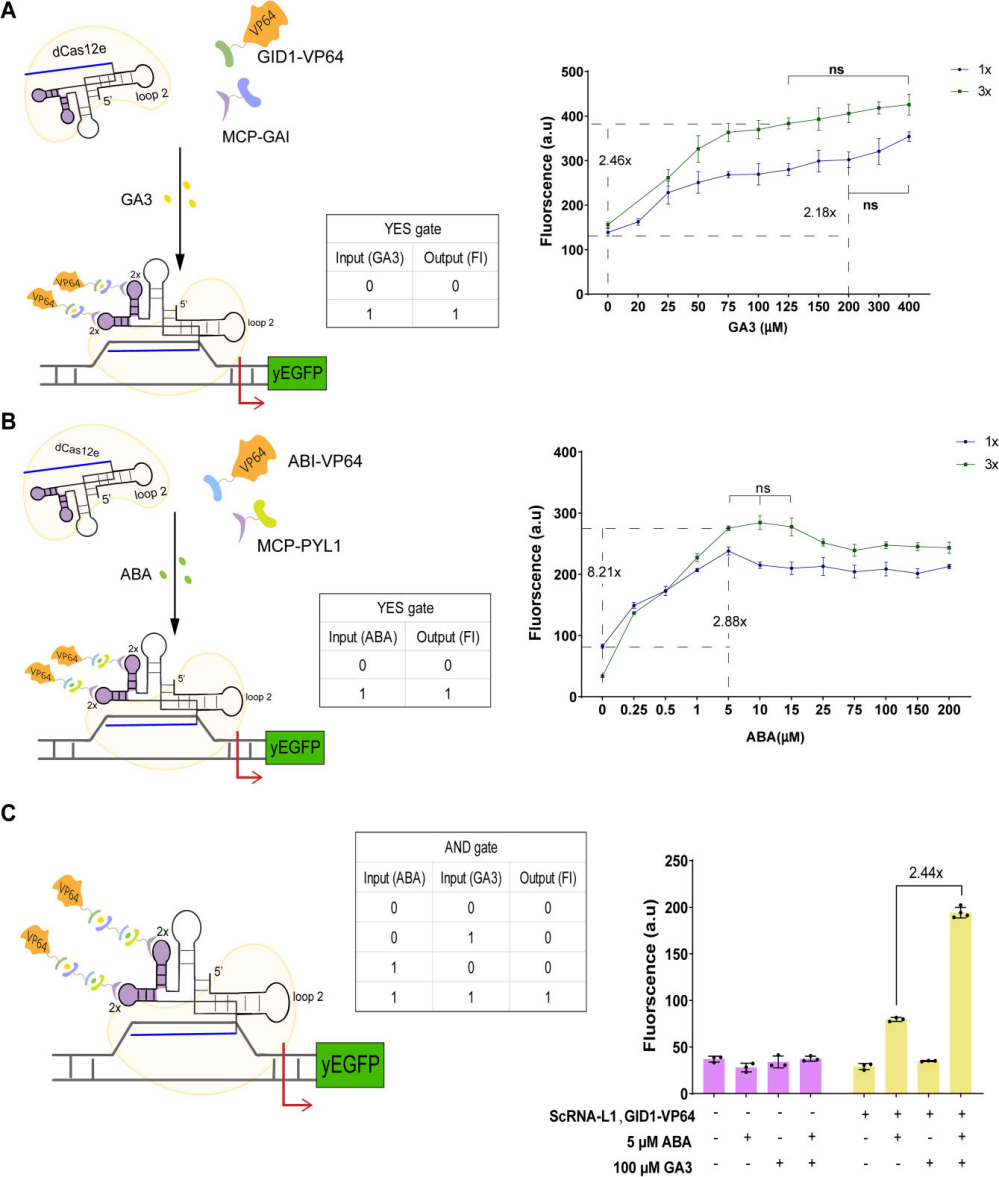
Plant hormone inducible systems based on the dCas12e:ScRNA-L1 activator. (**A**) YES gate responding to gibberellin (GA3). Left panel: GA3 induces the GID1–GAI hetero-dimerization process that leads to the formation of the activator responsible for increasing yEGFP expression. Right panel: fluorescence as a function of GA3 concentration in both 1× and 3× circuit. (**B**) YES gate hosting the hetero-dimerization system (PYL1-ABI) controlled by abscisic acid (ABA). PYL1 and ABI were fused to MCP and VP64, respectively. The two domains do not interact until ABA is present in the circuit. Both 1× and 3× circuit reached the highest activation at 5 μM ABA. (**C**) AND gate. The output is expected to be ‘1′ only in the presence of both ABA and GA3. However, a slight increase in yEGFP expression is detected also in the presence of the only ABA. ‘ns’ (no statistical difference), in (A) and (B), corresponded to *P*-value >0.05 (one-way ANOVA). The value on the top of the line in (C) refers to the AND gate ON/OFF ratio calculated between the only ‘1′ and the maximal ‘0′ outputs.

We then used a different hormone as an input for a YES gate: the abscisic acid—ABA (37,39)—that drives the hetero-dimerization of ABI and PYL1 domains. At first, we fused the ABI domain to MCP and PYL1 to VP64 (see Supplementary Figure S4A-Design 2). This configuration, however, failed to respond to ABA (see Supplementary Figure S4C and Supplementary Table S17). We exchanged, then, ABI with PYL1, i.e. we fused the smaller domain PYL1 (183 AA) to MCP and the bigger domain ABI (301 AA) to VP64 (see Supplementary Figure S4A-Design 3). With this modification, ABA induced yEGFP expression considerably (see Figure 4B (also Supplementary Table S16)—and Supplementary Figure S4D (also Supplementary Table S18) for the control circuit) when the concentration ranged between 0 and 5 μM, at which the highest ON/OFF ratio was detected (a remarkable 8.21 in the 3× circuit, *P*-value < 0.0001, *n* = 3). For ABA concentrations over 5 μM, the fluorescence level first decreased slightly and then settled to a plateau.

After constructing the two YES gates successfully, we combined them into an AND gate for the simultaneous detection of ABA and GA3 (see Supplementary Figure S4E). We kept MCP fused to PYL1, whereas ABI was linked to GAI, and GID1 to VP64. As plotted in Figure 4C, the yEGFP expression level was significantly enhanced in the presence of both 5 μM ABA and 100 μM GA3 with respect to the ‘00′ state (i.e. in the absence of both chemicals) and the ‘01′ state (only GA3 is present). ABA alone, however, guaranteed a non-negligible activation (2.75-fold (*P*-value < 0.0001, *n* = 3, Supplementary Table S19) with respect to ‘00′), which is consistent with the rather high basal fluorescence in the GAI-GID1 system (Figure 4A). Overall, the AND gate reached a fairly good ON/OFF ratio equal to 2.44.

As a final comparison, we changed the activator design by fusing a hetero-dimerization domain directly to dCas12e and expressing an sgRNA targeting lexOpR (on the 3x circuit). We realized the ABA-sensing YES gate, first, by following our previous best implementation, i.e. by fusing PYL1 domain to dCas12e and VP64 to ABI. The ON/OFF ratio, at 5 μM ABI, was, however, a modest 1.50. By swapping the position of two hetero-dimerization domains (i.e. ABI was linked to dCas12e and PYL1 to VP64), the activation efficiency increased up to 2.79-fold (see Supplementary Figure S4F and G), still far from the 8.21-fold reached by dCas12e:ScRNA-L1. The GA-responding YES gate, where dCas12e was fused to GAI and VP64 to GID1, was unfunctional upon exposure to 100 μM GA3 (see Supplementary Figure S4H), which prevented the realization of a new version of the ABA-GA3 AND gate.

Taken together, the Boolean gates (YES and AND) here presented show that the dCas12e:ScRNA-L1 activator can be used as a component of chemically inducible systems. Moreover, the YES gates constructed by fusing an heterodimerization domain to dCas12e directly (which needed the expression of an unchanged sgRNA), turned out to be either less performant or even unfunctional. Hence, these results confirm that the scaffold RNA is an effective solution for genetic constructs.

### Two-gene regulation in a single circuit

After showing that the complex made of a type V dCas12 protein and an ScRNA enhances the expression of a single gene considerably, we moved to the analysis of multiple gene activation. Initially, we placed *yEBFP* and *yEGFP* under the control of either denAsCas12a:ScRNA-5′ or dCas12e:ScRNA-L1 to check if both activators (generically referred to as dCas12:ScRNA) could activate two different genes simultaneously in the same circuit. *yEBFP* was under the same weak synthetic promoter used for yEGFP expression. Here, however, three tet operators (3xtetOp) replaced 3xlexOpR. We expressed each scaffold RNA in two distinct ways (see Supplementary Figure S5A and B). One required two transcription units (hence, it was termed 2TU) to produce the two ScRNAs (targeting tetOp and lexOpR) separately. The other way made use of a single transcription unit where the two ScRNAs were organized into a short pre-crRNA (PC). Here, the two ScRNAs were separated either by the DR of denAsCas12a—which was processed by the same denAsCas12a—or by an endogenous tRNA^Gly^ cleaved by the RNase P and RNase Z present in the *S. cerevisiae* cells (3,40–42). The results in Figure 5A and B show that the two configurations worked well both with denAsCas12a and dCas12e by causing a significant activation (over 4-fold, see Supplementary Table S20–S21) of yEGFP and yEBFP. It should be noted that dCas12e displayed less than half of the activation efficiency on a single target (5.77-fold instead of 13.02-fold), which might indicate that the activity of a dCas12e:ScRNA-L1 activator is dependent on the relative amount of MCP-VP64.

**Figure 5.**
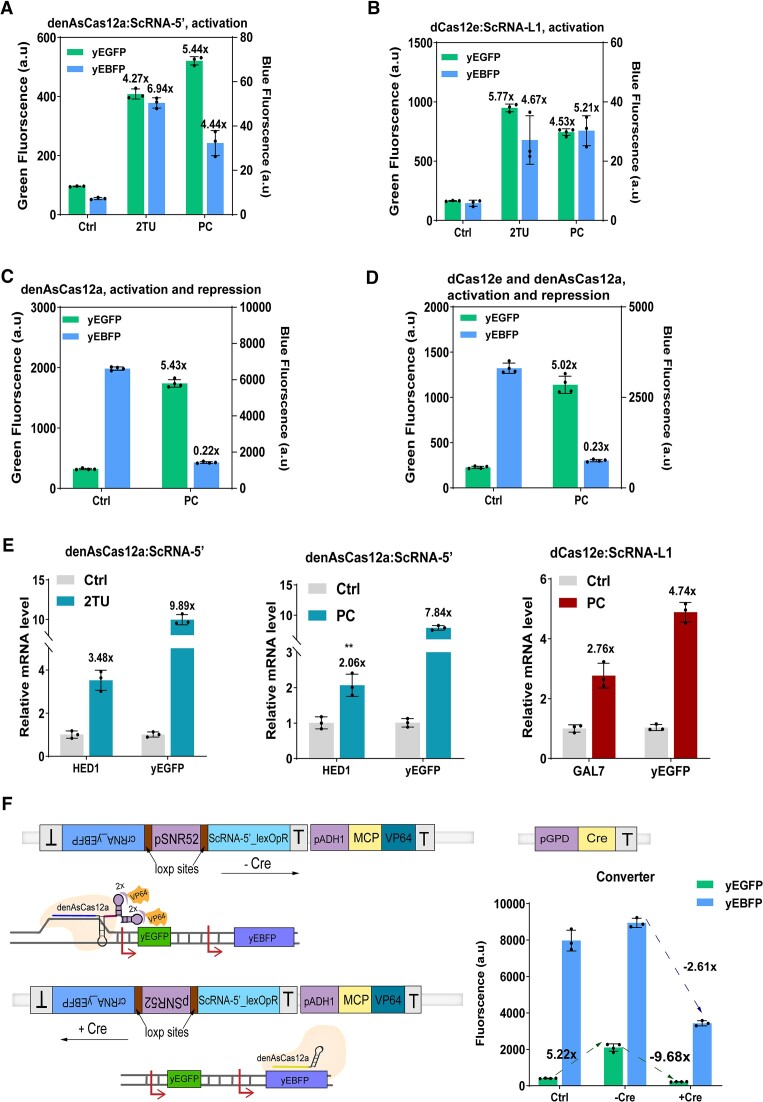
Two-gene transcription regulation. (**A**, **B**) denAsCas12a:ScRNA-5′ and dCas12e:ScRNA-L1 activate simultaneously the expression of yEGFP and yEBFP. (**C**) denAsCas12a activates yEGFP and represses yEBFP expression. (**D**) yEGFP is activated by dCas12e and yEBFP is repressed by denAsCas12a in the same circuit. (**E**) Activation of *S. cerevisiae* endogenous genes via dCas12:ScRNA. Three endogenous genes were selected: *HED1, GAL7* and *CYC1*. The native gene *ACT1* was used as internal reference for RT-qPCR measurements. ‘2TU’ means the ScRNAs are expressed via two different TUs. ‘PC’ refers to the ScRNAs that are expressed as components of a pre-crRNA. ‘Ctrl’ is the control circuit, where the ScRNA expression cassette is absent (see Supplementary Figure S5F). (**F**) Converter based on denAsCas12a. Recombinase (Cre) was put downstream of the constitutive *GPD* promoter. In the circuit without Cre expression, the ScRNA is synthesized and forms an activator with denAsCas12a, which triggers the production of yEGFP. The converter shift from yEGFP activation to yEBFP repression once Cre is produced. In the control circuit for the converter, Cre, crRNA, and ScRNA-5' are not expressed. Values on top of the bars refer to the ON/OFF ratio with respect to the control circuits. ‘**’*P*-value < 0.01; calculated via two-sided Welch's *t* test. Values near the dashed arrows represent the changes in relative fluorescence.

Next, we constructed two circuits that contained both activation (yEGFP) and repression (yEBFP) of transcription via denAsCas12a either alone (see Supplementary Figure S5C) or together with dCas12e (see Supplementary Figure S5D). As discussed above, dCas12e can be used as an activator only. The *yEBFP* gene was put downstream of the strong *GPD* promoter to detect more easily a drop in blue fluorescence. Both circuits made use of a pre-crRNA hosting a scaffold RNA to activate *yEGFP* expression (by targeting lexOpR) and a denAsCas12a crRNA to repress blue fluorescence (by binding a portion of the *yEBFP* gene). Each circuit utilized the endoribonuclease activity of denAsCas12a to process the pre-crRNA and separate the scaffold RNA, used in activation, from the crRNA employed in repression. Results in Figure 5C and Supplementary Table S22 show that denAsCas12a alone is sufficient to achieve a strong activation of *yEGFP* (5.43-fold) and a remarkable repression of *yEBFP* (0.22-fold). Figure 5D (also Supplementary Table S23) points out that also dCas12e:ScRNA-L1 activates *yEGFP* considerably (5.02-fold) without interfering with *yEBFP* inhibition (0.23-fold) by denAsCas12a.

After showing that dCas12:ScRNA triggered the expression of (multiple) exogenous genes (*yEGFP* and *yEBFP*), we have checked how these new activators performed on endogenous genes. We applied denAsCas12a:ScRNA-5′ to *HED1* and *GAL7* (29) and dCas12e:ScRNA-L1 to *GAL7* and *CYC1* (30). The choice of the endogenous genes was conditioned by the PAM of the two Cas proteins, that are slightly different. To facilitate the screening of the strains engineered for endogenous gene regulation, we expressed an ScRNA sequence for yEGFP activation together with the ScRNA designed for the endogenous gene. Since the two ScRNAs were always placed on the same plasmid, a high fluorescence level indicated a successful integration of both scaffold RNAs. Therefore, the strains were selected via FACS experiments and then endogenous gene expression was quantified by carrying out RT-qPCR. Initially, we used expression cassettes consisting of two different TUs to generate the ScRNAs (see Supplementary Figure S5E and F). Each activator enhanced the endogenous gene expression above its basal level in a statistically significant way. The activation efficiency was not as high as that measured on the exogenous genes, probably because the latter had three lexOpR target sites, whereas the former only one. The activation of *HED1* (by denAsCas12a:ScRNA-5′) showed the highest ON/OFF ratio: 3.48 (*P*-value = 0.0035, *n* = 3, see Supplementary Table S24), whereas that of *GAL7* and *CYC1*—due to the action of dCas12e:ScRNA-L1—was less than two (see Figure 5E and Supplementary Figure S5F, and Supplementary Table S25).

For the next measurements, we made use of a single-unit expression system where the two scaffold RNAs were arranged in a pre-crRNA and separated by either the denAsCas12a direct repeat or a tRNA^Gly^ sequence. dCas12e:ScRNA-L1 returned the highest activation for *GAL7* (ON/OFF ratio: 2.76, *P*-value = 0.0080, n = 3), whereas denAsCas12a:ScRNA-5′ was only moderately performant on *HED1* and *GAL7* (see Figure 5E and Supplementary Figure S5F).

To exclude off-target effects, transcriptome analysis was carried out. 

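RNA was sequenced from 4 strains, each built on CEN.PK2-1C, a laboratory strain of S. cerevisiae, with 1 library per strain. In byMM1827, denAsCas12a:ScRNA-5′ targeted lexOpR, in front of the reporter gene yEGFP, and the promoter of HED1. In byMM1832, dCas12e:ScRNA-L1 targeted lexOpR and the promoter of GAL7. The ScRNA carries an RNA hairpin that recruits a coat protein fused to an activation domain. The strains byMM1777, with denAsCas12a, and byMM1736, with dCas12e, expressed no ScRNA and served as controls. Overnight cultures were diluted and grown for 8 h at 30°C and 240 RPM. The authors deposited the number of reads counted on each gene, without normalization, and TPM, a measure of transcript abundance in which each count is divided by a gene length and scaled to the same total in each library. Neither the aligner nor the genome build is named in the paper's text. The tables list 6421 genes. The total count was 37291573 in byMM1777 and 54030615 in byMM1827, and 50682175 in byMM1736 and 47227473 in byMM1832. From these tables, the TPM of each strain with ScRNAs was divided by the TPM of its control strain, with no pseudocount. A gene at or under 3 counts in a library was set at the TPM that 3 counts are worth, so that its ratio is a bound. Each ratio was given the 95% Clopper-Pearson interval of the gene's counts in the 2 libraries. Since there are no replicates, these intervals cover counting error only, they compare the libraries and not the conditions, and no p-value across genes was computed. Counts of genes were taken over the 6013 genes with a mean of at least 10 counts over the 4 libraries. Ratios of TPM depend on how the libraries are scaled, on the treatment of low counts, and on reads shared between overlapping or repeated genes.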

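In total, 84 genes differed at least 2-fold between byMM1827 and byMM1777, of which 46 were higher and 38 were lower in the presence of denAsCas12a:ScRNA-5′. Between byMM1832 and byMM1736, 210 genes differed at least 2-fold, of which 51 were higher and 159 were lower in the presence of dCas12e:ScRNA-L1. These genes made up 1.4% and 3.49% of those with enough counts, respectively. In 100 simulated pairs of unchanged libraries of the same depths, counting error alone gave a mean of 10.8 genes for the denAsCas12a pair and 7.95 genes for the dCas12e pair. The median log2 ratio of all genes was −0.16 in the denAsCas12a pair and 0.03 in the dCas12e pair. Scaling the counts by edgeR's TMM factors, which sets both medians at 0, gave 61 genes higher and 18 lower in the denAsCas12a pair, and DESeq2's median-ratio size factors gave 61 higher and 17 lower. Ratios relative to ACT1 gave 27 genes higher and 101 lower. The direction of the balance in the denAsCas12a pair thus depended on the scaling. In the dCas12e pair the genes that fell were more numerous under each of these scalings, with 163 lower and 42 higher under TMM and 190 lower and 35 higher relative to ACT1. The dCas12e pair had 2.5 times as many genes past 2-fold as the denAsCas12a pair, and from 1.76 to 4.27 times as many across the alternative settings.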

Results showed that several genes were over- and under-expressed, especially in the presence of dCas12e:ScRNA-L1. 

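The lexOpR targets, of 20 nt, had 0 exact matches in the S. cerevisiae reference genome R64, with or without a PAM. The lexOpR target of dCas12e, CCTGGGTGTATATACAGTTA, had a single site with 5 mismatches behind TTCN. This site lies on chromosome XV from 787125 to 787144, within the coding sequence of MET7 (YOR241W). Its mismatches, counted from 1 at the PAM-proximal end of the target, are G4T, G5C, C15A, G17A and A20T. The TPM of MET7 in byMM1832 was 1.05 times that in byMM1736, with a counting interval from 0.996 to 1.10. The lexOpR target of denAsCas12a, CATAACTGTATATACACCCA, had 2 sites with 5 mismatches behind TTTV, on chromosome IV from 298290 to 298309 and on chromosome VI from 262615 to 262634, both between genes and with no gene starting within 1000 bp. A list of 44 genes induced by many kinds of stress had a median log2 ratio of 0.04 in the denAsCas12a pair, where 25 of the genes were higher. This median lay at percentile 97.58 of 10000 random lists of the same size matched on mean expression, at the edge of their central 95%, and the mean of the list, −0.03, lay inside it. In the dCas12e pair the median of the same list was −0.40, lower than in all the random lists. Against the control of the other pair, the median was 0.18 for byMM1827, higher than in all the random lists, and −0.67 for byMM1832, lower than in all of them. Between the control libraries themselves it was −0.28 (percentile 0.01), lower in byMM1736. Of the 44 genes of the list, 9 were higher in the dCas12e pair and 35 were lower, and 11 of them fell at least 2-fold. These percentiles describe the libraries sequenced, since each strain has a single library.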

Since a computational investigation on the whole *S. cerevisiae* genome excluded the presence of lexOpR sequences preceded by TTCN (and TTTV), we think that genes underwent up- or down-regulation due to stress conditions of the engineered cells (see Supplementary Tables S32–S35 and Supplementary Figure S8).

In short, dCas12:ScRNA-based activators enhanced rather moderately the expression of endogenous genes. However, exogenous genes were highly activated when three copies of the target sequence (either lexOpR or tetOp) were present. Therefore, the activation efficiency of dCas12:ScRNA on endogenous genes might be improved by expressing more ScRNAs that target different locations of the promoter upstream of the selected genes. This is, however, possible only if multiple Cas12 PAMs are available in front of the core promoter region. It should be also noted, though, that transcription activation does not depend on the sole number of activator binding sites but also on their reciprocal distance and the spacing between them and the TATA box(es) (43). Hence, ScRNA spacer selection and design is a crucial task to maximize the activation of endogenous genes in *S. cerevisiae*.

Finally, we built a more complex system, i.e. a converter ‘activation to repression’ circuit by controlling, through a FLEx switch, the direction of the *SNR52* promoter (pSNR52) in charge of synthesizing denAsCas12a ScRNA (for activation) or crRNA (for repression) (44,45). As shown in Figure 5F and Supplementary Table S26, the scaffold RNA (targeting lexOpR) is transcribed in the absence of recombinase (- Cre) and leads to an evident increase in green fluorescence (5.22-fold, *P*-value = 0.0005, *n* = 4) with respect to the control circuit where, besides Cre, both ScRNA and crRNA are not expressed. In the presence of Cre (+ Cre), the direction of pSNR52 is reversed, which results in the synthesis of denAsCas12a crRNA (targeting *yEBFP*) that causes a decrease in yEBFP expression (2.61-fold, *P*-value < 0.0001, *n* = 3). Moreover, without the ScRNA binding lexOpR, yEGFP can no longer be produced and a drop in green fluorescence occurs too. A similar behavior was detected from the ‘Converter-Met’ circuit, where the *cre* gene lies downstream of the *MET25* regulated promoter (pMET25), which is repressed by methionine (Met) (26,46) (see Supplementary Figure S5G and Supplementary Table S27).

Overall, our results indicate that both dCas12e and denAsCas12a are able to activate, separately, two different genes (both exogenous and endogenous) effectively upon expression of two scaffold RNAs that differ only for the spacer sequence. Moreover, denAsCas12a can carry out activation and repression within the same circuit if an ScRNA (activation) and a crRNA (repression) are designed properly. This further illustrates that the engineering of a guide RNA permits to achieve different functions inside the cells in a relatively easy and quick way.

### Regulation of multiplex genes and β-carotene pathway via dCas12:ScRNA

We continued the analysis of multiple-gene-expression control by dCas12:ScRNA by building new, longer pre-crRNA sequences, which allowed regulating the transcription of up to four genes, both endogenous and exogenous. We targeted the same genes used in the previous experiments, namely: *HED1*, *GAL7, CYC1*, and the two genes encoding for the fluorescent proteins (*yEGFP* and *yEBFP*). We constructed two transcription units to produce four ScRNAs for dCas12e- and denAsCas12a-mediated activation (see Supplementary Figure S6A and B). dCas12e activated the expression of all four genes (*GAL7*, *yEGFP*, *CYC1*, and *yEBFP*), even though the ON/OFF ratios were lower than those measured on two genes only, ranging from 1.39 (*CYC1*) to 3.00 (yEGFP) (see Figure 6A and Supplementary Table S28). This result seems to confirm that the activation efficiency of dCas12e:ScRNA-L1 depends considerably on the amount of MCP-VP64 in the cell. In contrast, denAsCas12a showed a clear preference for the two foreign genes (*yEGFP* and *yEBFP*) with an activation efficiency above 7-fold on each of them. While *GAL7* activation was comparable to that obtained in the two-gene activation circuits, *HED1* resulted even inhibited as if MCP-VP64 failed to bind the scaffold RNA targeting pHED1, turning, in this way, denAsCas12a:ScRNA-5′ into a repressor (Supplementary Figure S6B and Supplementary Table S30).

**Figure 6.**
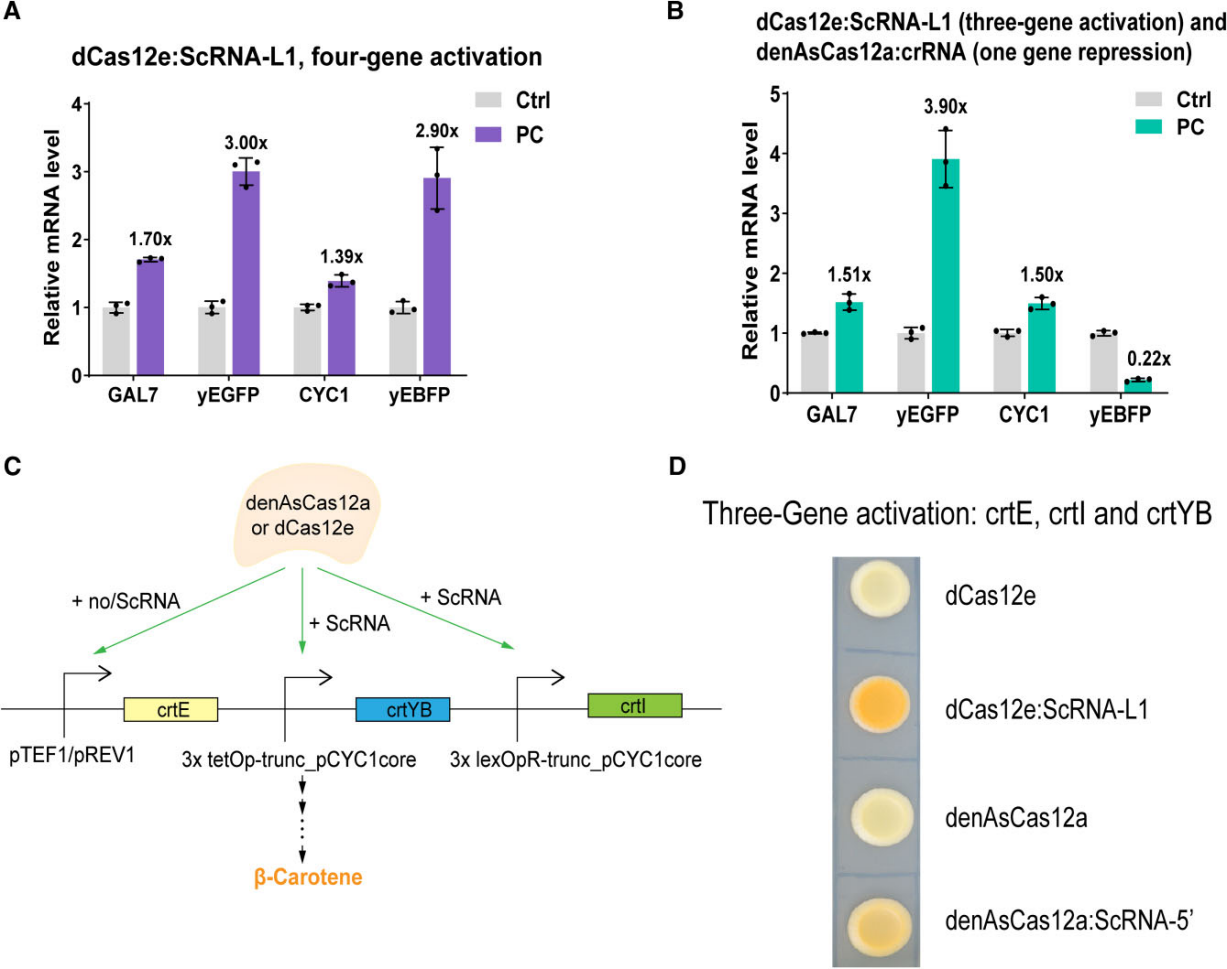
Multigene regulation based on dCas12:ScRNA. (**A**) dCas12e:ScRNA-L1 activated four target genes successfully. (**B**) Beside the activation of *GAL7*, *yEGFP*, and *CYC1* by dCas12e:ScRNA-L1, *yEBFP* transcription is strongly inhibited by denAsCas12a:crRNA. (**C**) A synthetic β-carotene metabolic pathway, where the expression of either two (*crtYB* and *crtI*) or all three genes is enhanced by dCas12:ScRNA activators. (**D**) β-carotene production via three-gene activation. The selected yeast strains grew for 6 days at 30°C. Each activated pathway confers to the cells some orange coloration, whereas the basal β-carotene expression (i.e. in the absence of any ScRNAs) is almost undetectable. The best result obtained with a three-gene activation was from dCas12e:ScRNA-L1 (see also Supplementary Figure S7B).

As a next step, we used dCas12 to carry out both activation and repression on four genes. dCas12e, however, cannot work as a repressor and, for this task, required the presence of denAsCas12a. In both circuits for simultaneous gene activation and repression, the cassette for the pre-crRNA synthesis contained three ScRNAs (either ScRNA-5′ or ScRNA-L1, for activation) and one denAsCas12a crRNA (to repress only *yEBFP*—see Supplementary Figure S6C and D). As shown in Figure 6B and Supplementary Table S29, dCas12e:ScRNA-L1 activated moderately *GAL7* and *CYC1*, and more strongly *yEGFP*. Moreover, denAsCas12a:crRNA reduced yEBFP expression drastically (78%). In contrast, denAsCas12a:ScRNA-5′ activated *yEGFP* (highly) and *GAL7* (modestly), whereas *HED1* activation failed again. *yEBFP* was correctly inhibited, though only of 21% according to the mRNA expression level (see Supplementary Figure S6D and Supplementary Table S31).

On the whole, dCas12e:ScRNA-L1 (alone or together with denAsCas12a:crRNA) was able to regulate up to four genes in a single circuit. denAsCas12a:ScRNA in contrast, failed twice—when targeting four genes—to activate *HED1*, whereas the same gene was well-activated inside two-gene-target circuits.

As a further test, we applied the dCas12:ScRNA activators to the production of β-carotene. The β-carotene pathway was engineered by integrating three genes (*crtE*, *crtYB*, and *crtI* (47)) in the *S. cerevisiae* genome. Initially, we activated the expression of two genes only: *crtYB* (placed downstream of 3xtetOp-truncated_pCYC1core) and *crtI* (3xlexOpR-truncated_pCYC1core), whereas crtE was constitutively produced under the *TEF1* promoter (pTEF1). Then, we controlled the synthesis of the three proteins by replacing pTEF1 with the much weaker *REV1* constitutive promoter (pREV1, see Supplementary Table S1) whose transcription initiation rate was enhanced by the action of dCas12:ScRNAs directly (see Figure 6C). The qualitative results from the integration plates (see Figure 6D and Supplementary Figure S7B) appeared to confirm the higher efficiency of dCas12e:ScRNA-L1 in the simultaneous activation of more than two genes.

## Discussion

In this work, we have shown that dCas12e, whose molecular size is much smaller (∼120 KDa) than that of dCas9 and dCas12a (∼160 KDa) (14,48,49), is a useful template for activator engineering. Differently from other type V CRISPR-associated proteins, dCas12e has no RNase functionality. However, multiplex regulation, via the expression of a pre-crRNA, is possible by joining different sgRNAs via tRNA^Gly^ that are cleaved by RNase P and Z, already present in yeast cells.

dCas12a has been used, since its discovery, to regulate gene expression in different organisms. However, so far, new transcription factors have been constructed by modifying dCas12a directly, e.g. through the fusion with activation or repression domains. In this work, we have introduced a new way to turn dCas12a (and dCas12e) into TFs in *S. cerevisiae* cells. Our method demands to modify a mature crRNA (sgRNA) with the insertion of hairpins that permit to recruit activation domains linked to RNA-binding motifs. In other words, we have shown that, beside CRISPR-Cas9, a scaffold RNA (ScRNA) can be engineered also for type V CRISPR-Cas12 systems. Our results underline the fact that a scaffold RNA can be engineered for CRISPR-Cas systems that rely either on a crRNA (e.g. CRISPR-denAsCas12a) or on a single guide RNA (such as CRISPR-Cas12e), where the crRNA is fused to a portion of the tracrRNA (which, in general, provides more positions for the hairpin insertion).

We have constructed a variety of ScRNAs for both dCas12e and denAsCas12a. As for dCas12e, we have tested five elements in ScRNA engineering: (i) four different RNA hairpin—coat protein pairs: MS2-MCP, PP7-PCP, Qβ-QCP and com-Com, (ii) single or double RNA hairpin, (iii) three possible positions (5′-end, loop 1 and loop 2) in the sgRNA, (iv) the usage of the bare dCas12e or the chimera dCas12e-VPR, (v) the quantity of VP64. Based on the results we obtained in the construction of dCas12e ScRNA, in order to engineer denAsCas12a ScRNA we have considered only three variables, namely: (i) the crRNA regions to modify (only two: 3′-end and 5′-end), (ii) mutated DRs and (iii) the length of the linker between the RNA hairpin and the mDR. The optimal ScRNA configurations were obtained by inserting 2× MS2 into the loop 1 region of dCas12e sgRNA and the 5′-end of denAsCas12a crRNA (here, together with a of 5- or 9-bp-long linker to what we termed mDR1). We refer to these two configurations as ScRNA-L1 and ScRNA-5′, respectively. Our results showed that the activators based on ScRNA guaranteed higher performance than that of the activators made by modifying dCas12 directly, which is similar to dCas9 scenario (16,18,50).

As possible first applications, we developed Boolean gates (YES and AND) where the dCas12e:ScRNA-L1 activator functionality was triggered by the plant hormones GA3 and ABA. Boolean (logic) circuits are important artifacts in Synthetic Biology and CRISPR-Cas systems have been already exploited as components of novel sensing devices for medical diagnostics (11,26,37). Moreover, Truong *et al.* developed a gene therapy method by utilizing a split Cas9 system (51), whereas Nihongaki *et al.* established an inducible platform for genome editing and gene regulation based on the CRISPR-Cas12a system (52). Our circuits that fuse aptamers bound by inducible hetero-domains to type V sgRNAs present a novel solution for the assembly of type V CRISPR-Cas-based logic gates.

Besides digital circuits, we assembled a synthetic converter that switches from activation to repression by controlling denAsCas12a:ScRNA-5′ expression.

We proved that dCas12e:ScRNA-L1 and denAsCas12a:ScRNA-5′ activate foreign genes strongly and endogenous genes more moderately. However, we think that the expression level of the latter could be increased just by expressing more ScRNAs targeting the promoter upstream of the selected genes. dCas12e:ScRNA-L1 is capable of multigene (up to four) activation, whereas denAsCas12a:ScRNA-5′ worked reliably only on two-gene systems. The results about β-carotene further confirmed that dCas12e:ScRNA is more reliable in multigene activation with respect to denAsCas12a:ScRNA-5′. However, differently from dCas12e, denAsCas12a can carry out transcriptional repression. Cas12e failure in down-regulating gene expression seems to point out that dCas12e:sgRNA binds a target DNA sequence more weakly than d(Lb/enAs)Cas12a:crRNA or dSpCas9:sgRNA. This disparity in DNA affinity could also explain the lower activation due to dCas12e-containing ribonucleoproteins than that achieved by activators built on different dCas:crRNA/sgRNA systems.

Taken together, the establishment of ScRNA in type V CRISPR-Cas system not only improves the activation efficiency of dCas12-based activators but also broaden the design of Synthetic Biology circuits and biotech systems.

## Supplementary Material

gkad1216_Supplemental_Files Click here for additional data file.

## Data Availability

All FCS files measured by FACS machine are available in the FlowRepository under accession IDs FR-FCM-Z69U (dCas12:ScRNA-2) and FR-FCM-Z6RM (dCas12:ScRNA-3). Further data is available in the Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/ under accession code GSE249355.

# Supplementary material for: Scaffold RNA engineering in type V CRISPR-Cas systems: a potent way to enhance gene expression in the yeast Saccharomyces cerevisiae
**Source:** Nucleic Acids Res. 2023 Dec 24;52(3):1483–97. doi: 10.1093/nar/gkad1216
**Supplement:** gkad1216_Supplemental_Files

## Supplementary Materials

**Scaffold RNA engineering in type V CRISPR-Cas systems: a potent way to enhance gene expression in the yeast *Saccharomyces cerevisiae*.**

Lifang Yu<sup>1</sup>, and Mario Andrea Marchisio<sup>1\*</sup>

1. Supplementary Figures

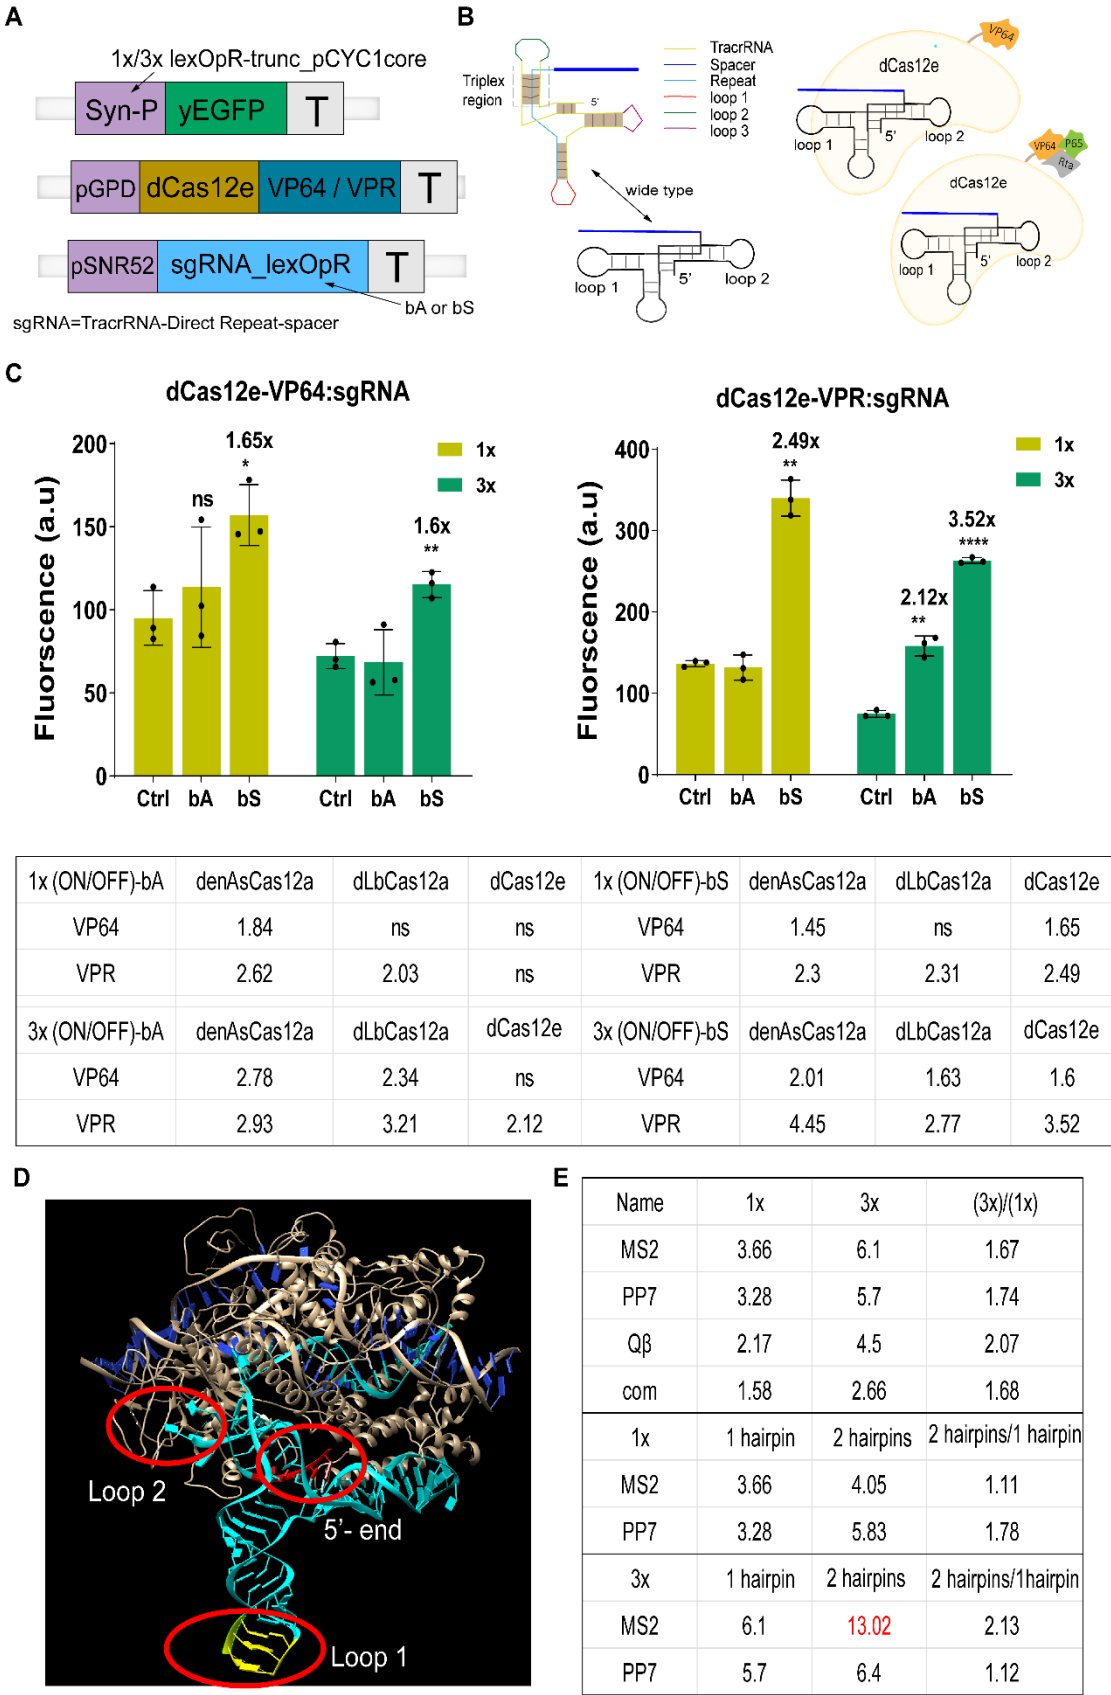

**Figure S1.** The activation efficiency of dCas12e-AD:sgRNA and dCas12e:ScRNA. **(A)** The circuits containing dCas12e-AD:sgRNA. The activation domain (VP64 or VPR) was fused to dCas12e to generate a chimeric protein: dCas12e-VP64 or dCas12e-VPR. The chimeric protein forms a complex with the sgRNA—composed of the tracrRNA, the direct repeat, and the spacer binding the short lexOpR sequence—and activates the expression of yEGFP (from a synthetic promoter, Syn-P, containing 1 or 3 copies of lexOpR (1)). ‘bA’ represents an sgRNA that binds the anti-sense strand of the target DNA, ‘bS’ refers to an sgRNA binding the sense strand. **(B)** Graphical representation of the dCas12e-AD:sgRNA complex. **(C)** The activation efficiency of dCas12e-VP64/VPR:sgRNA on a single or a triple lexOpR. ‘Ctrl’ means the control circuit in which the sgRNA-expressing transcription unit is missing. The left panel shows the activation due to dCas12e-VP64:sgRNA, whereas the right panel refers to the action of dCas12e-VPR:sgRNA. Values above the lines are the activation folds with respect to the ‘Ctrl’ group. Star symbols (\*) correspond to different p-values that were calculated via two-sided Welch’s *t* test: ‘\*’, p-value <0.05; ‘\*\*’, p-value <0.01; ‘\*\*\*\*’, p-value <0.0001; ‘ns’, no significant statistical difference. The table under the bar plots compares the activation efficiency of three dCas12-based activators. Data used in this table about denAsCas12a and dLbCas12a are obtained from (1). **(D)** The 3D structure of the Cas12e:sgRNA:DNA complex (see (2) and PDB: 6ny2). The golden part represents Cas12e, the blue one is the target DNA, and the cyan one refers to the sgRNA. The three sgRNA locations, termed loop 1, loop 2, and 5’-end, are tagged with a red circle. **(E)** The activation efficiency due to RNA hairpin—coat protein pairs interacting with the ScRNA containing a single or a double MS2 hairpin on loop 1.

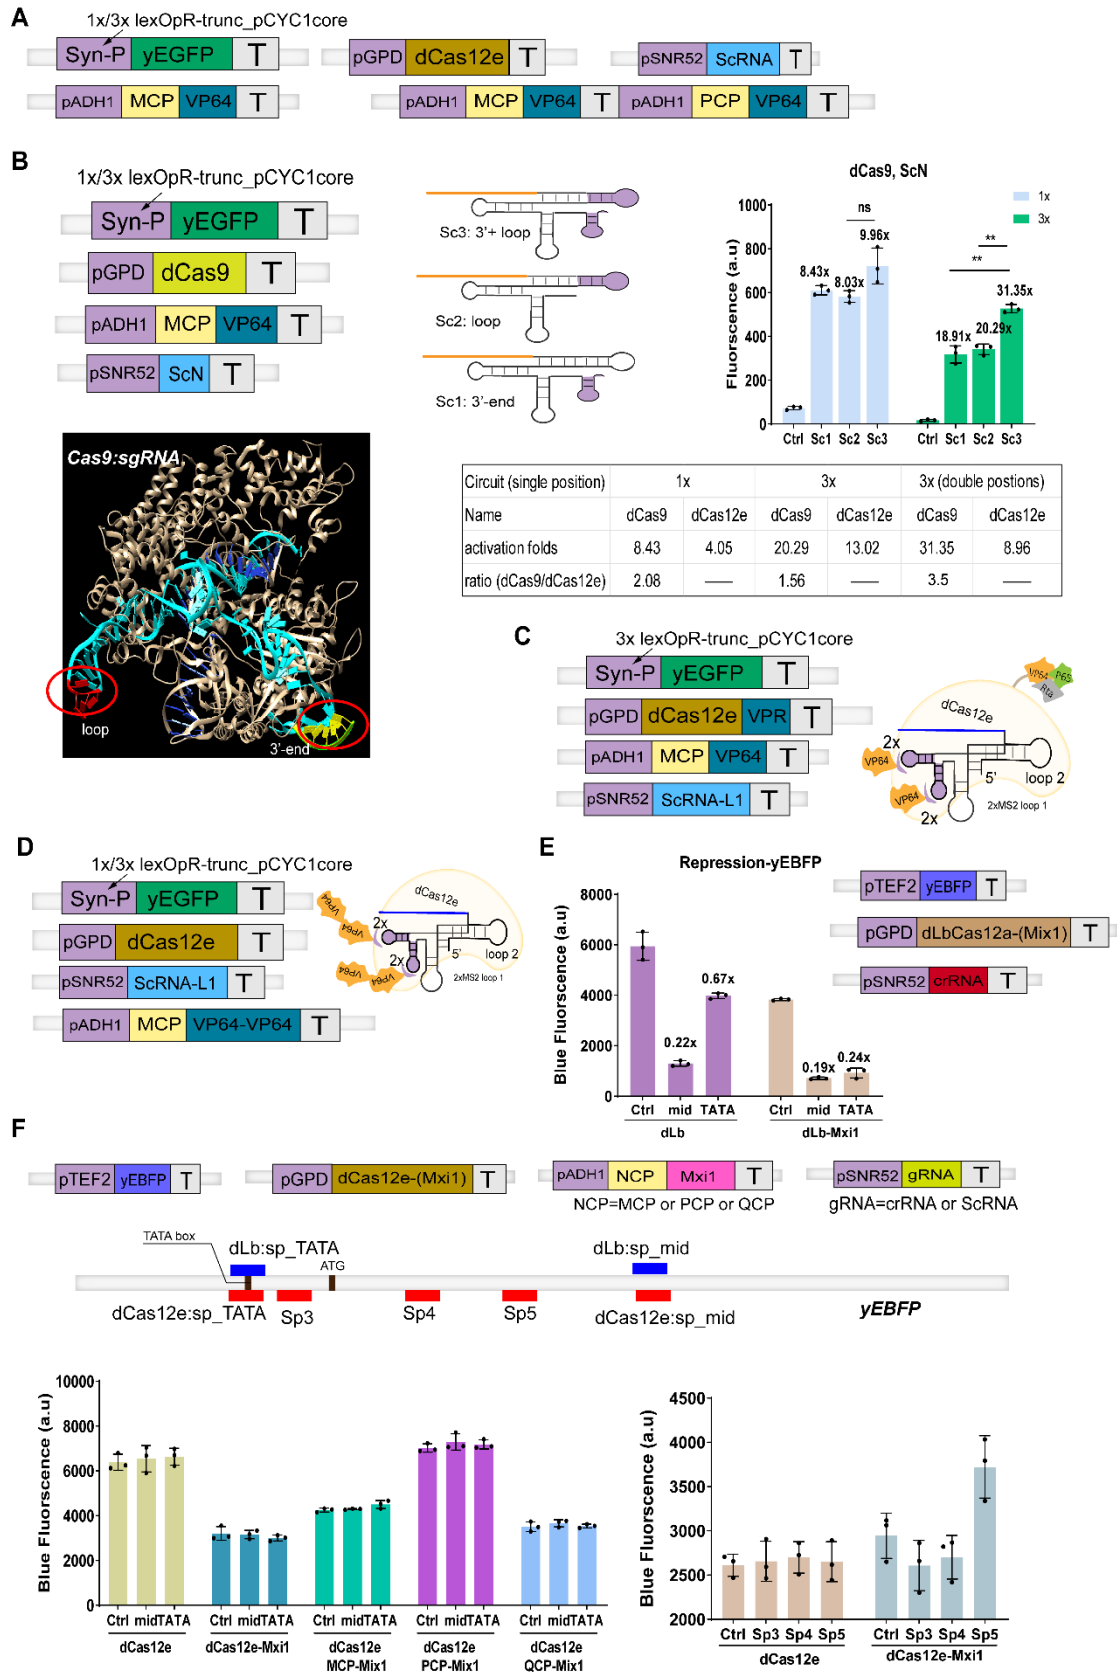

**Figure S2. (A)** The transcription units in circuits expressing the ScRNAs in Figure 2A. **(B)** dCas9:ScRNA activators: TUs, ScRNA design, 3D Cas9:sgRNA structure, activation efficiency, and comparison with dCas12e:ScRNA-L1. Three ScRNAs were constructed

by using the 2xMS2 motif. Sc1 was built by inserting 2xMS2 on the 3'-end of Cas9 sgRNA. Sc2 was made by placing 2xMS2 in the section (the loop) joining the tracrRNA and the crRNA repeat. Sc3 merged the architectures of Sc1 and Sc2. 'ScN' means any among Sc1, Sc2, and Sc3. The structure of dCas9:sgRNA was obtained from (3). Sc3 shows higher performance than Sc1 and Sc2 only in the 3x circuit. '\*': p-value < 0.05; '\*\*': p-value < 0.01; 'ns', no significant statistical difference (calculated via two-sided Welch's *t* test). (C, D) Transcription units of the circuits characterized by the presence of dCas12e-VPR and MCP-2xVP64, respectively. The ScRNA hosts a double MS2 hairpin on loop 1. (E) TUs to express dLbCas12a-based repressors and the repressor effects on blue fluorescence. 'Ctrl' are circuits without crRNA. Values on the top of bars refer to repression efficiency with respect to the 'Ctrl' circuits; 'mid' and 'TATA' positions are shown in (F) as blue rectangles. (F) TUs used to test either dCas12e(-Mxi1):sgRNA or dCas12e:ScRNA together with MCP/PCP/QCP-Mxi1 as repressors. Diagram showing the locations (red rectangles), along the *yEBFP* gene, targeted by dCas12e-based repressors. Blue fluorescence levels of the complete and control circuits (where either the sgRNA or the ScRNA is missing).

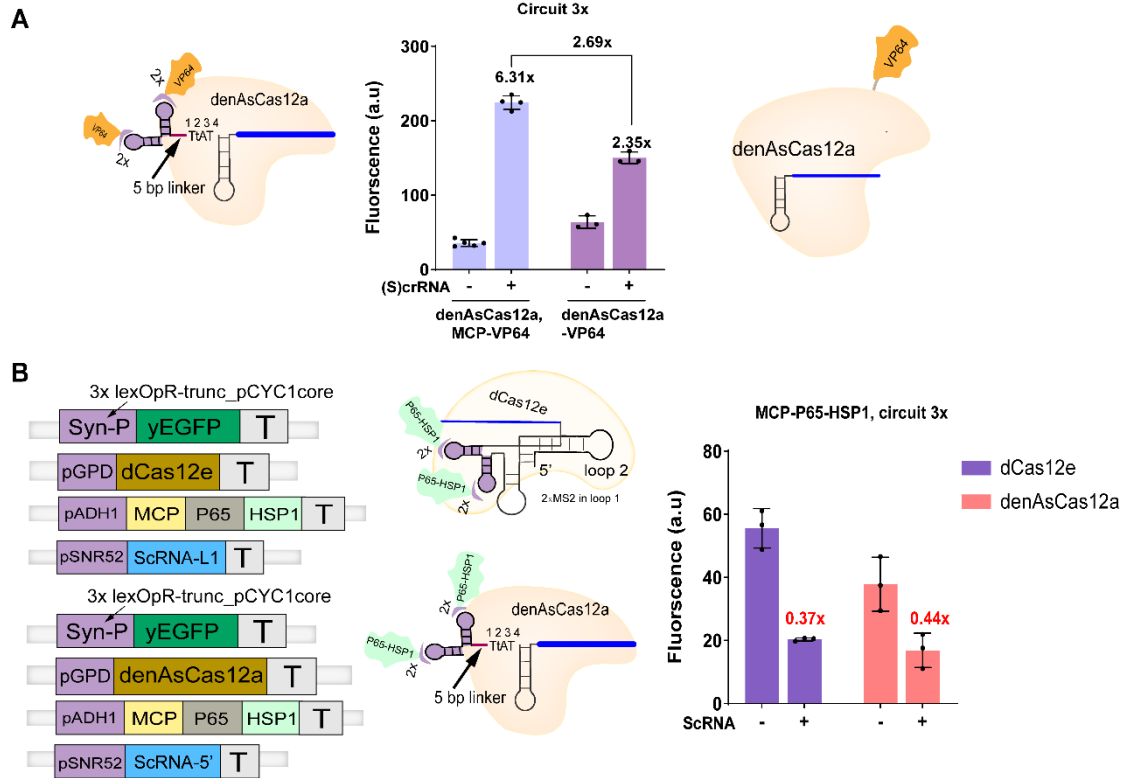

**Figure S3. (A)** Comparison of the activation efficiency of denAsCas12a:ScRNA-5' and denAsCas12a-VP64:crRNA in the 3x circuit. denAsCas12a:ScRNA-5' is 2.69-fold more efficient than denAsCas12a-VP64:crRNA in enhancing the green fluorescence expression level. **(B)** Coupling the MCP-P65-HSP1 activation domain to dCas12:ScRNA in *S. cerevisiae*. From the left: the two circuits involving MCP-P65-HSP1 AD; schematics of the new ribonucleoproteins; activation efficiency in the 3x circuit. The bar plot shows that the ScRNAs together with the MCP-P65-HSP1 AD performed repression rather than activation of the green fluorescence signal. Values on top of the "+" (complete circuit) bars are the "activation" folds with respect to the control group ("-"), where the ScRNA/crRNA is not expressed.

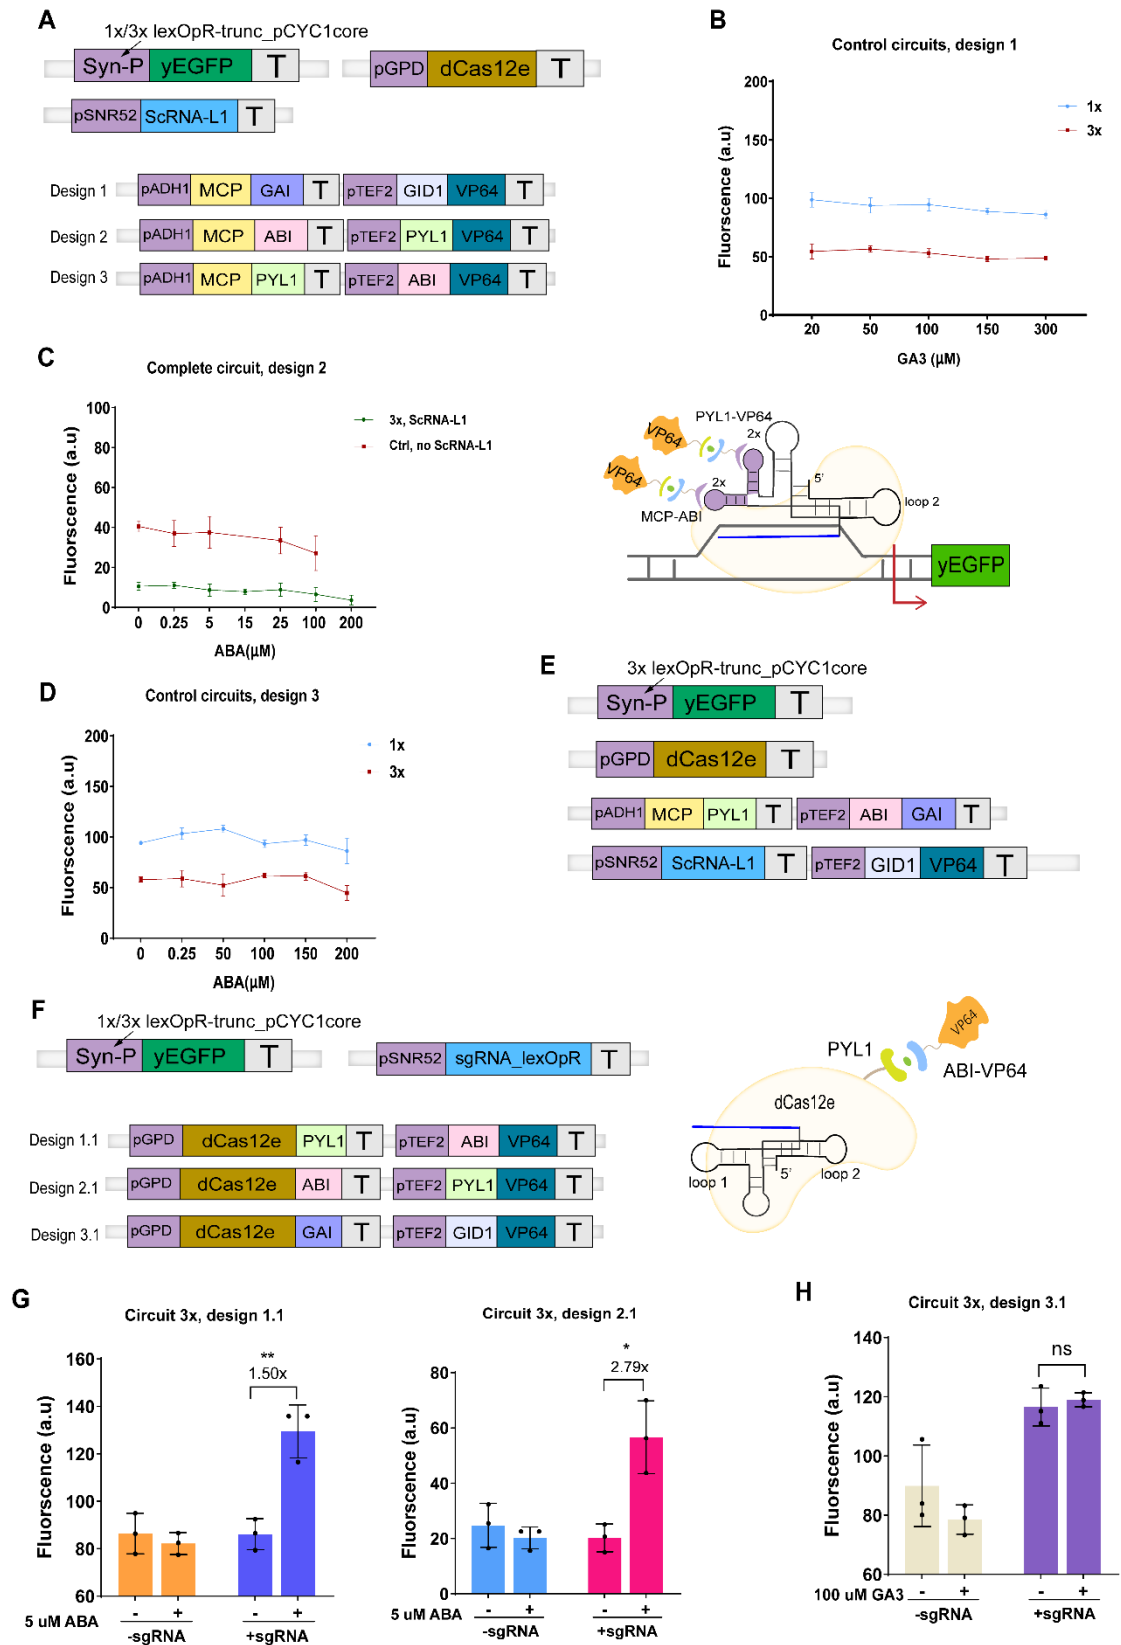

**Figure S4.** Construction of plant-hormone inducible systems. **(A)** The sketch of three inducible circuits. The hetero-dimerization domains are fused to MCP and VP64. Their expression cassettes are placed together on a single vector. **(B)** Control circuit, Design

1: GA3 titration curve. **(C)** Full circuit, Design 2: ABA titration curve. Fluorescence expression does not increase with higher concentrations of ABA. **(D)** Control circuit, Design 3: ABA titration curve. **(E)** The transcription units used in the AND gate construction. The AND gate scheme follows Design 3 where VP64 is replaced by GAI, and the fusion protein GID1-VP64 is added. **(F)** Diagrams of the three circuits employing an sgRNA instead of ScRNA-L1. One dimerization domain is fused to dCas12e, the other to VP64 to form an activator in the presence of the plant hormone, as depicted in the right panel. **(G)** and **(H)** Activation efficiency of the systems in (F). “-sgRNA” refers to the circuits without sgRNA synthesis; “+sgRNA” means circuits containing sgRNA expression cassette (complete circuits). Their numerical value (fold-change) is written (when available) in each bar plot. ‘\*’: p-value <0.05; ‘\*\*\*’: p-value <0.01; ‘ns’, no significant statistical difference (calculated via two-sided Welch’s *t* test). Every control circuit lacks the ScRNA-L1/sgRNA.

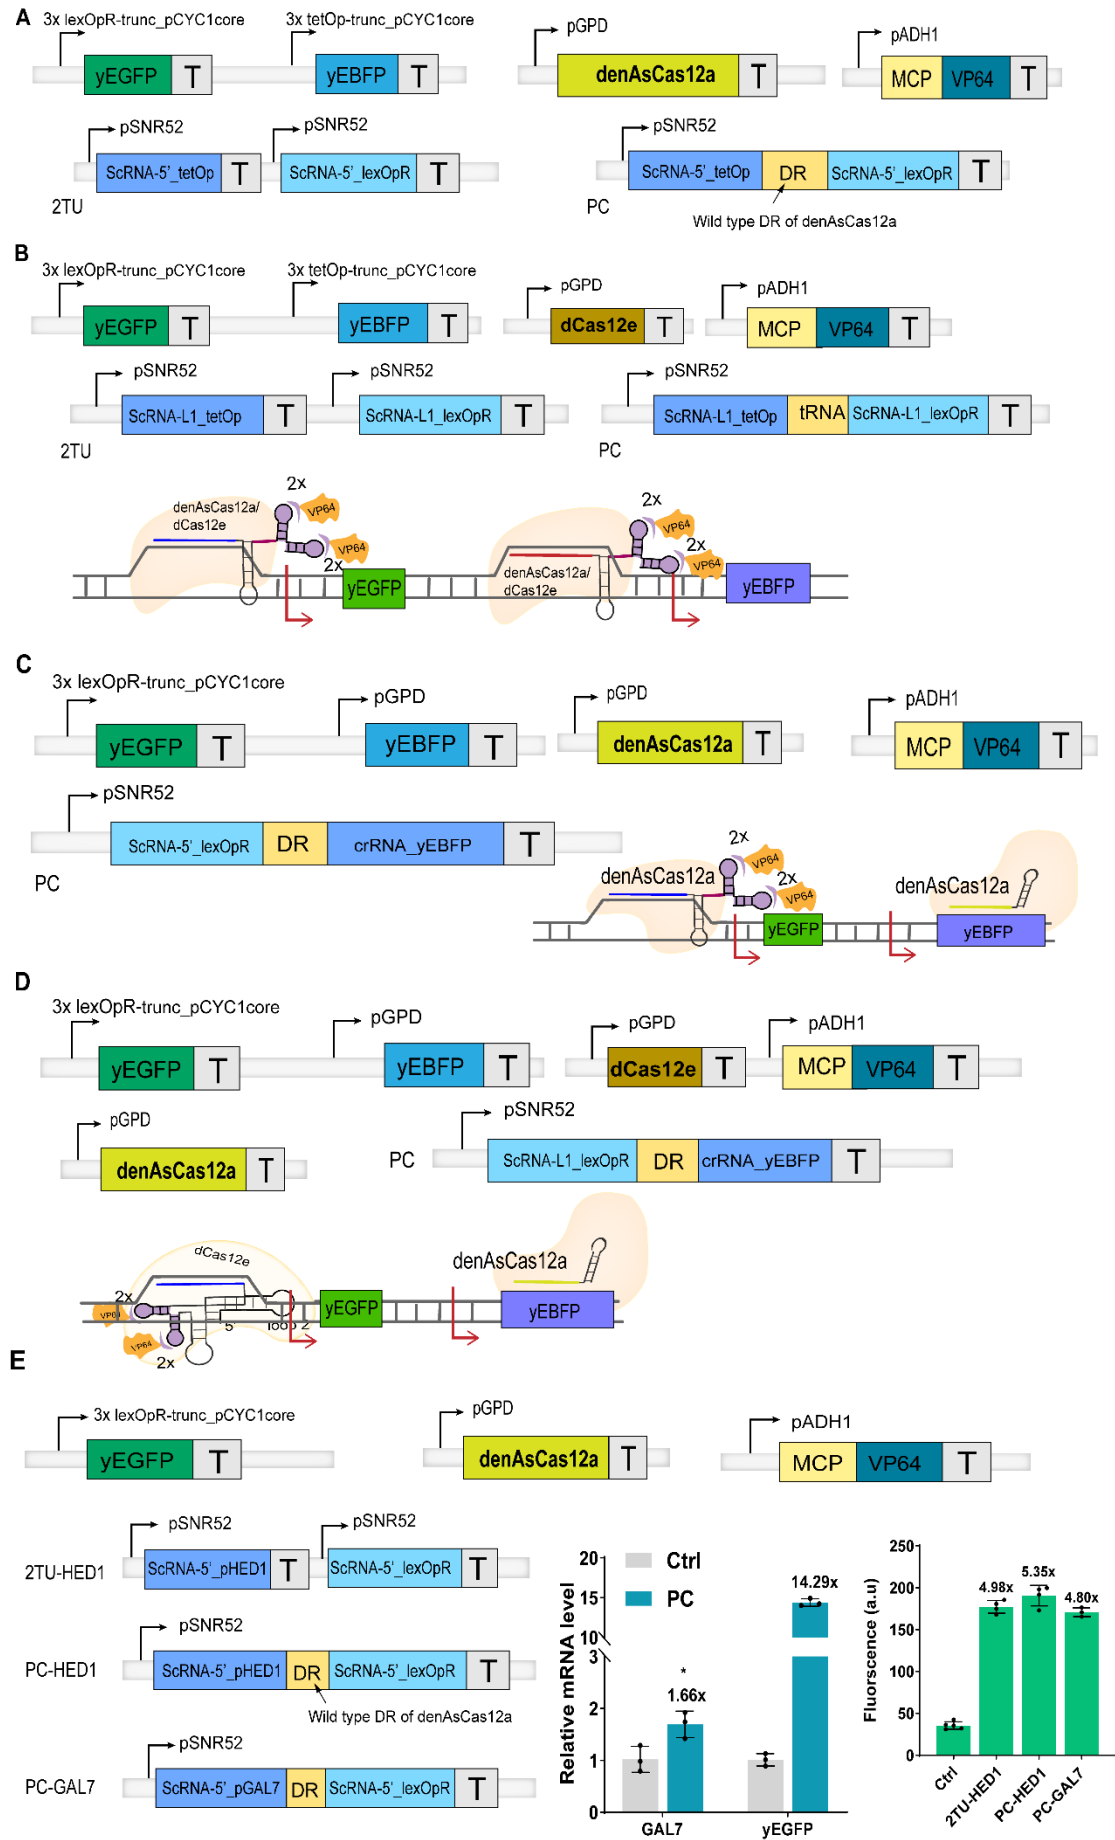

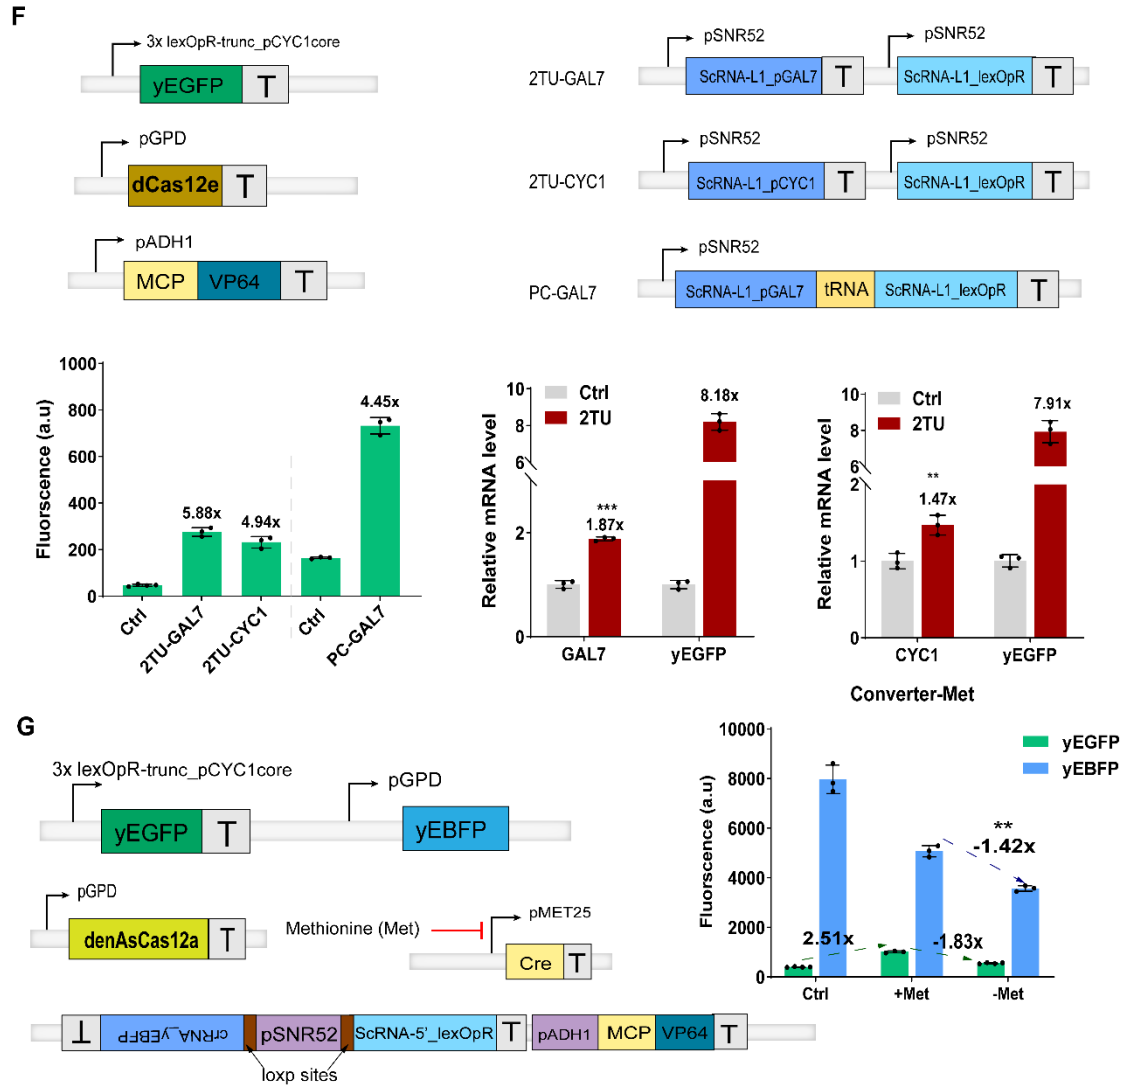

**Figure S5.** The transcription units used in the circuits involving two-gene transcription regulation. (A, B) Simultaneous activation of both *yEGFP* and *yEBFP* genes by either *denAsCas12a*- or *dCas12e*-based activators. *yEBFP* is placed downstream of the weak “trunc\_pCYC1core” preceded by three tet operators (3xtetOp) (i.e., 3xtetOp-trunc\_pCYC1core). The ScRNAs are expressed in two different ways. One consists of two separate transcription units (2TU), the other requires a single transcription unit for the synthesis of a short pre-crRNA (PC). On the pre-crRNA, the two ScRNAs are separated by either *denAsCas12a* DR or a tRNA<sup>Gly</sup> sequence. (C, D) *denAsCas12a* alone or together with *dCas12e* realizes the simultaneous activation of *yEGFP* and repression of *yEBFP*. (E) Circuits to enhance the expression of an endogenous gene (*HED1* or *GAL7*) together with *yEGFP* via *denAsCas12a*:ScRNA-5’. Activation efficiency is determined via RT-qPCR (*HED1* results are shown in Figure 5E) and fluorescence measurement (FACS). ‘Ctrl’ refers to circuits without the ScRNA-5’ expression cassette. (F) Circuits to enhance the expression of a single endogenous gene (*CYC1* or *GAL7*) together with *yEGFP* via *dCas12e*:ScRNA-L1. Activation efficiency is measured via RT-qPCR (see also Figure 5E) and fluorescence detection (FACS). ‘Ctrl’ represents

circuits where ScRNA-L1 is not expressed. In (E, F), the values on the top of bars are the ON/OFF ratios with respect to the 'Ctrl' group. **(G)** The transcription units used in the 'Converter-Met' construction. Loxp sites (loxp-loxp2272) (4), arranged in opposite directions, are separated by pSNR52. The expression of Cre enzyme is controlled by pMET25—repressed in the presence of 10 mM methionine (5). Engineered cells, which grew in a synthetic medium supplied with 10 mM Met, showed an increase in yEGFP expression (2.51-fold) with respect to the control circuit that lacks Cre, ScRNA-5', and crRNA. In the absence of Met, Cre is expressed, which provokes a small decrease both in blue and green fluorescence signal (less than two-fold). The low performance of the 'Converter-Met' circuit is due to a non-negligible leakage of pMET25, which causes a decrease in blue fluorescence also in the presence of Met (+Met). Values near the dashed arrows represent the changes in relative fluorescence. '\*': p-value <0.05; '\*\*': p-value <0.01; '\*\*\*': p-value <0.001; 'ns': no significant difference (calculated via two-sided Welch's *t* test)

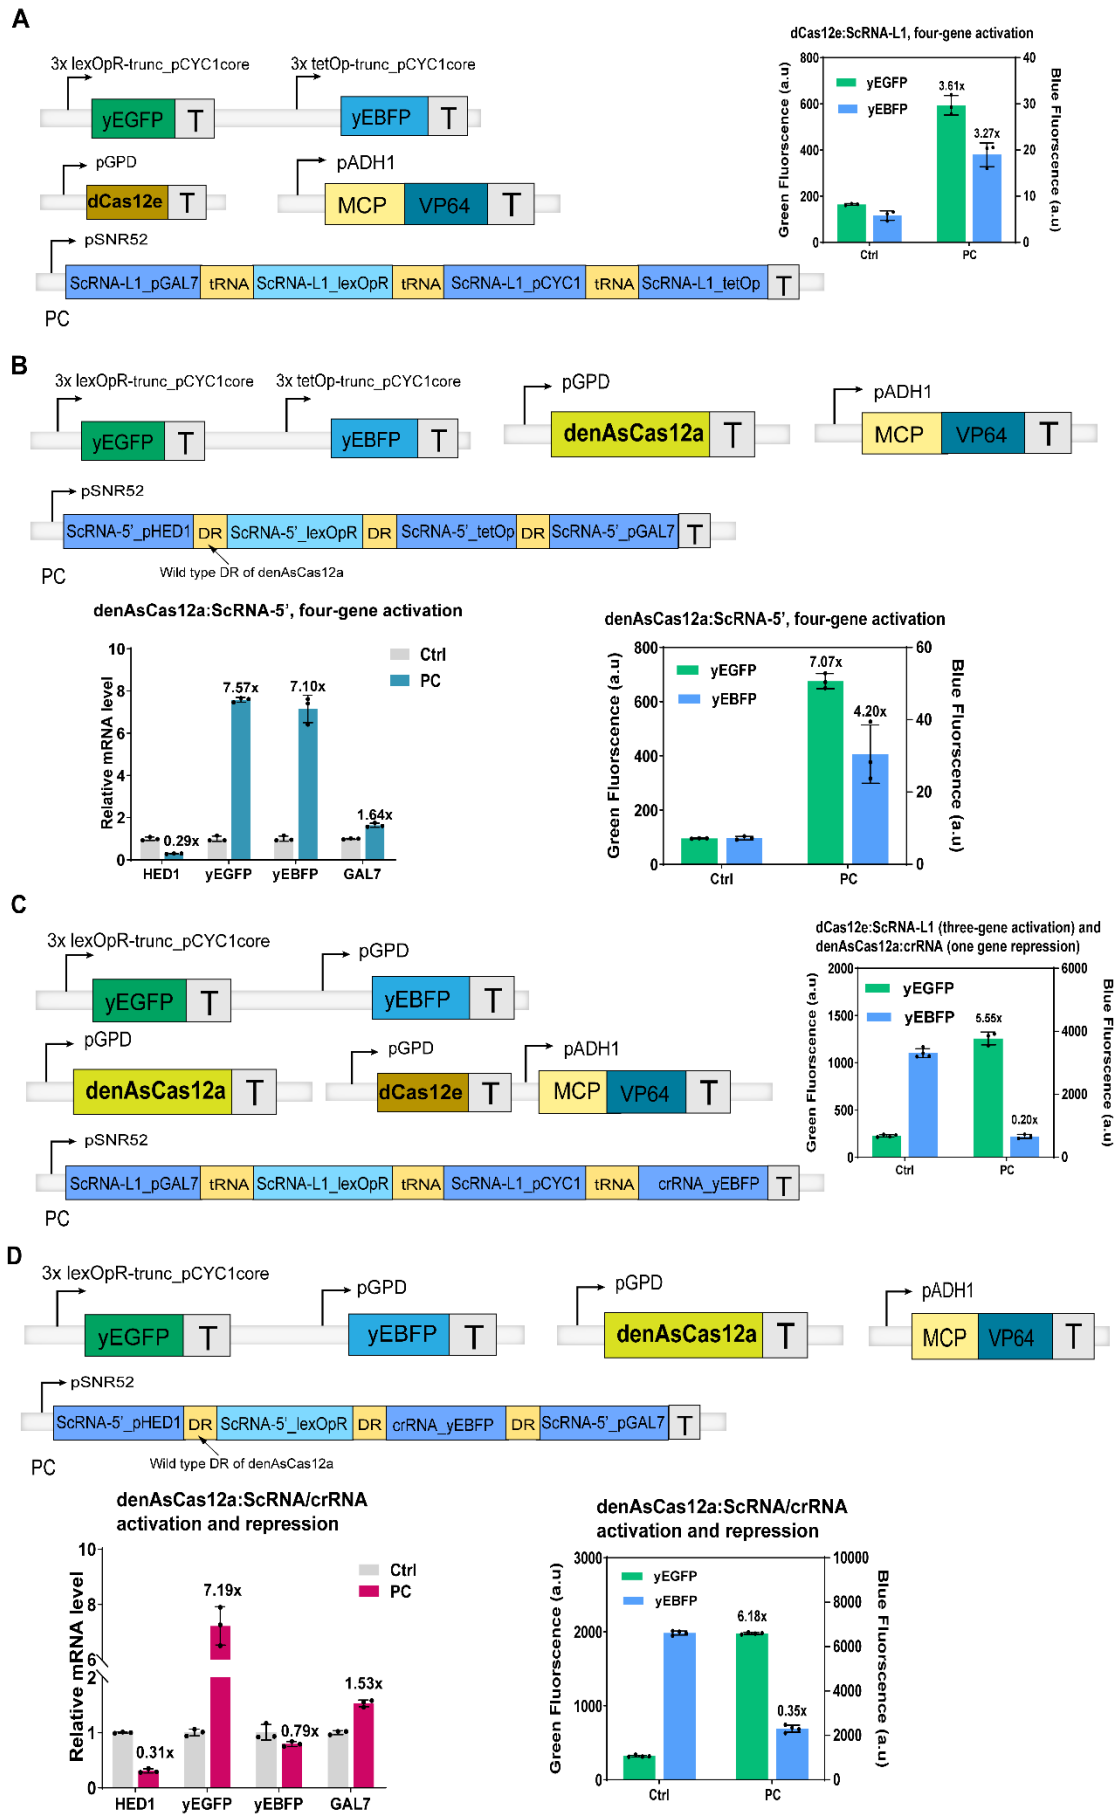

**Figure S6.** Multiple-gene transcription regulation by dCas12:ScRNAs. **(A,B)** Four-gene activation. Transcription units and results from RT-qPCR (*ACT1* was used as an internal reference gene) and fluorescence measurement (FACS). **(C,D)** Three-gene activation together with one-gene repression. Transcription units and results from both RT-qPCR and FACS. In (B) and (D), denAsCas12a:ScRNA-5' provoked an unexpected, erroneous repression of *HED1* transcription. 'Ctrl' refers to the control circuits, where the pre-crRNA expression cassette is absent. Values on top of the bars refer to the activation/repression efficiency with respect to the corresponding control circuit.

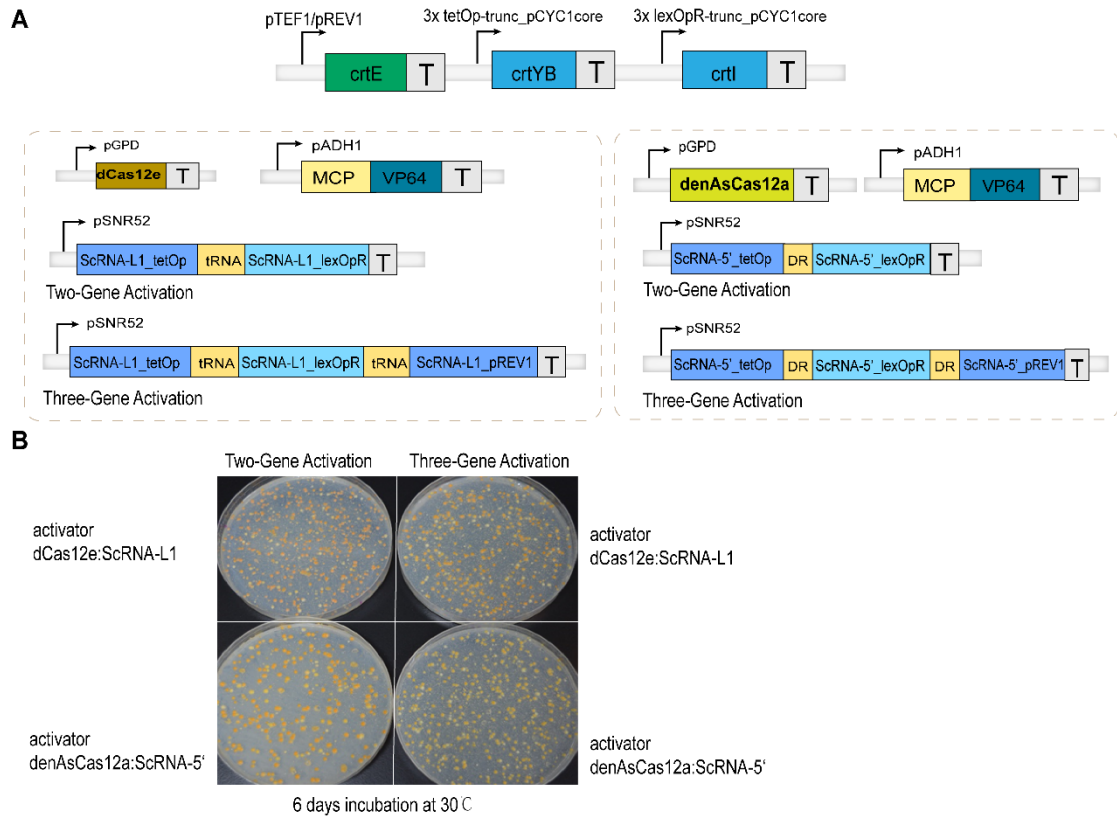

**Figure S7.** Synthetic  $\beta$ -carotene metabolic pathway. **(A)** Expression cassettes employed in  $\beta$ -carotene pathway activation. **(B)** Transformation plates. Different versions of the synthetic  $\beta$ -carotene pathways determine diverse tones of yeast-strain orange coloration. dCas12e:ScRNA-L1 always induces high  $\beta$ -carotene production, whereas denAsCas12a:ScRNA-5' appears more effective when activating two genes.

## 2. Supplementary Tables With Statistical Data Analysis

**Notation:** In every table, each mean fluorescence intensity (indicated as FI) and standard deviation (SD) come from at least three independent experiments (unless otherwise specified). “Ratio vs Ctrl” is used as an abbreviation for “Ratio (full circuit/control circuit)”, where a control circuit lacks the ScRNA/sgRNA/crRNA expression cassette (unless otherwise specified). As for statistical analysis, p-values are calculated via two-sided Welch’s *t*-test (unless otherwise specified).

**Table S1.** The strength of synthetic and native yeast promoters used in this work (apart from pGAL1).

**Table S2.** Data analysis, Figure S1C. dCas12e is fused to either VP64 or VPR. An sgRNA is expressed.

**Table S3.** Data analysis, Figure 1D. dCas12e ScRNA has a single hairpin on loop 1. Circuit 1x.

**Table S4.** Data analysis, Figure 1E. dCas12e ScrNA has a single hairpin on loop 1. Circuit 3x. All 16 possible interactions between RNA hairpins and coat proteins are tested.

**Table S5.** Data analysis, Figure 1F. dCas12e ScrNA has a double hairpin on loop 1. Circuits 1x and 3x.

**Table S6.** Data analysis, Figure 2B. dCas12e ScRNA has a double hairpin (2xMS2) on one or two positions. Circuit 1x.

**Table S7.** Data analysis, Figure 2C. dCas12e ScRNA has a double hairpin on one or two positions (2xMS2, Sc1-Sc4; 2xMS2 and 2xPP7, Sc5). Circuits 3x.

**Table S8.** Data analysis, Figure 2D. dCas12e is fused to the VPR AD (dCas12e-VPR). The ScRNA has a double hairpin on loop 1. Circuit 3x.

**Table S9.** Data analysis, Figure 2E. MCP is fused to two copies of the VP64 AD (MCP-2xVP64). dCas12e ScRNA has a double hairpin on loop 1. Circuit 1x and 3x.

**Table S10.** Data analysis, Figure 3B. denAsCas12a ScRNA contains a double hairpin (2xMS2) at the 3' end (ScRNA-3'). Circuit 3x.

**Table S11.** Data analysis, Figure 3C. denAsCas12a ScRNA contains a double hairpin (2xMS2) at the 5'-end (ScRNA-5'), Circuit 3x. Four mutated DR are employed (mDR1-4). The 2xMS2 is separated from the mDR by a linker of variable length (from 2 to 32 bp).

**Table S12.** Data analysis, Figure S3A. denAsCas12a is fused to VP64. A crRNA is expressed. Circuit 3x.

**Table S13.** Data analysis, Figure S3B. MCP is fused to the P65-HSP1 AD and bind either ScRNA-L1 or ScRNA-5'.

**Table S14.** Data analysis, Figure 4A. Each p-value was calculated via two-sided Welch's *t*-test by comparing the FI at a certain concentration of GA3 with that in the absence of GA3.

**Table S15.** Data analysis, Figure S4B. Each p-value was calculated via two-sided Welch's *t*-test by comparing the FI at a certain concentration of GA3 with that in the absence of GA3.

**Table S16.** Data analysis, Figure 4B. Each p-value was calculated via two-sided Welch's *t*-test by comparing the FI at a certain concentration of ABA with that in the absence of ABA.

**Table S17.** Data analysis, Figure S4C. Each p-value was calculated via two-sided Welch's *t*-test by comparing the FI at a certain concentration of ABA with that in the absence of ABA.

**Table S18.** Data analysis, Figure S4D. Each p-value was calculated via two-sided Welch's *t*-test by comparing the FI at a certain concentration of ABA with that in the absence of ABA.

**Table S19.** Data analysis, Figure 4C. Each p-value was calculated via two-sided Welch's *t*-test by comparing the FI at a certain concentration of ABA and GA3 with that in the absence of both ABA and GA3.

**Table S20.** Data analysis, Figure 5A.

**Table S21.** Data analysis, Figure 5B.

**Table S22.** Data analysis, Figure 5C.

**Table S23.** Data analysis, Figure 5D.

**Table S24.** Data analysis, Figure 5E.

**Table S25.** Data analysis, Figure S5E-F.

**Table S26.** Data analysis, Figure 5F.

**Table S27.** Data analysis, Figure S5G.

**Table S28.** Data analysis. Figure 6A.

**Table S29.** Data analysis. Figure 6B.

**Table S30.** Data analysis. Figure S6B.

**Table S31.** Data analysis. Figure S6D.

### 3. ScRNA

#### 1. ScRNA construction—dCas12e

dCas12e sgRNA sequence (5'-3'):

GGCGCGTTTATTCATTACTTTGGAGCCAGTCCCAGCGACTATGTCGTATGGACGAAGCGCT  
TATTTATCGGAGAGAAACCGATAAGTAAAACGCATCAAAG+ 'sp' sequences

In black: tracrRNA; blue: loop 2; red: loop 1; orange: DR.

The four viral RNA hairpin sequences (5'-3'):

1xMS2: gcACATGAGGATCACCCATGTgc

1xPP7 (PP7-LSm) (6): caTACGGAGTTTATATGGAAACCCGTatg

1xQβ (Qβ-U(+6)C) (6): gcATGCATGTCCAAGACAGCATgc

1xcom: CTGAATGCCTGCGAGCATC

2xMS2 (similar sequence to 2x(wt+f6)MS2) (7):

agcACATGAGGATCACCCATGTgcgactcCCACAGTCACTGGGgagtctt

2xPP7 (7):

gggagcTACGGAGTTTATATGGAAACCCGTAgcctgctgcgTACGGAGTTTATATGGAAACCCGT

Acgcag

Cagttccc

Spacers ('sp') sequences for dCas12e:ScRNA binding yEGFP (5'-3'):

bA (binding lexOpR on the anti-sense DNA strand): ATAAGTGTATATACACCCAG

bS (binding lexOpR on the sense DNA strand): CCTGGGTGTATATACAGTTA

During the design of dCas12e ScRNA, an RNA hairpin was placed in one or two of the three regions selected to for crRNA engineering, i.e., the 5'-end, loop 1, and loop 2. The spacer was always 'bS'. We checked the ScRNA secondary structure with RNAfold (8) to ensure that the structure of tracrRNA and DR were not disrupted by the extra hairpins.

Note: in loop 1, RNA hairpins fully replaced the original DNA nucleotides; in loop 2, RNA hairpins were inserted between the fifth (A) and the sixth (T) base.

#### 2. ScRNA construction—dSpCas9

sgRNA sequence of (d)Cas9 (5'-3'):

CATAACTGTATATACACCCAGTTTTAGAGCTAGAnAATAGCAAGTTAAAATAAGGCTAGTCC  
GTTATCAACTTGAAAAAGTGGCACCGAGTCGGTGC

Blue: spacer sequence; orange: Cas9 DR; red: loop; black: tracrRNA

Note: the construction of the ScRNAs for dSpCas9-based activators is similar to that followed for dCas12e. The ScRNA with 2xMS2 in the loop region were realized by placing 2xMS2 on the '*n*' region. '*n*', here, means 'nothing' (refers to the sgRNA) or '2xMS2 structure'. The ScRNA secondary structure was checked with RNAfold.

### 3. ScRNA construction—denAsCas12a

crRNA for denAsCas12a (5'-3'):

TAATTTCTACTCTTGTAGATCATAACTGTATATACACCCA

Orange: denAsCas12a DR; black: spacer binding the anti-sense lexOpR sequence (1).

Bases highlighted in gray were subjected to mutations during mDRs construction.

The linker used when testing mDRs (5'-3')

16bp linker: Ttccttccccttcccc

Linkers tested together with mDR1 (5'-3')

2bp: tt

5bp: ttctt

9bp: ttccttctc

12bp: ttccttcccctt

32bp: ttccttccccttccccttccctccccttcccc

The construction steps are the same as in the construction of the dCas12e ScRNA. After designing an ScRNA for denAsCas12a, we checked its secondary structure with RNAfold.

## 4. RT-qPCR

### Endogenous gene targets determination and primers used in RT-qPCR

#### Targets

pHED1: ACGGCTTTAATTAGCGTACG (for denAsCas12a)

pGAL7: CTTAACCCAAAAATAAGGGA (for denAsCas12a)

pGAL7: GATCACGGTCAACAGTTGTC (for dCas12e)

pCYC1: GGTAGGAAATTGATTACATC (for dCas12e)

#### Primers

##### HED1

Forward: AAGAGCTTGTGCACCGAAGT

Reverse: TGGCACGAAGTTGTTGTTTT

##### GAL7

Forward: GCCATTCCCATAGACGTTACA

Reverse: GCTTGTAAGCAGCCTCCTGT

##### CYC1

Forward: CAAGGCCGGTTCTGCTAAGA

Reverse: AGCTTGACCAGAGTGTCTGC

##### ACT1

Forward: CAGGTATTGCCGAAAGAA

Reverse: CCACATTTGTTGGAAGGTA

pHED1, pGAL7, and pCYC1 sequences, i.e., the endogenous targets for dCas12e- and denAsCas12a-based activators are taken from the NCBI database. 

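The endogenous targets were located in the reference genome R64 by their sequence. The pHED1 target of denAsCas12a, ACGGCTTTAATTAGCGTACG, lies on chromosome IV from 477665 to 477684, on the + strand, behind the PAM TTTC. It lies in an intergenic region, 113 bp upstream of the coding sequence of HED1 (YDR014W-A, from 477797 to 478285 on the + strand). The surrounding 60 nt of the + strand are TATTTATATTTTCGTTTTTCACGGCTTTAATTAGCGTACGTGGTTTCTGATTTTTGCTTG. The pGAL7 target of dCas12e, GATCACGGTCAACAGTTGTC, lies on chromosome II from 275698 to 275717, on the + strand, behind the PAM TTCG. It lies 171 bp upstream of the coding sequence of GAL7 (YBR018C, from 274427 to 275527 on the − strand), outside any annotated gene. The surrounding 60 nt of the + strand are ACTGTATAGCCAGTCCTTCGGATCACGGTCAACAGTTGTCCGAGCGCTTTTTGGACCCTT. The pGAL7 target of denAsCas12a, CTTAACCCAAAAATAAGGGA, lies in the same intergenic region, from 275738 to 275757 on the − strand, and the pCYC1 target of dCas12e, GGTAGGAAATTGATTACATC, lies on chromosome X from 525915 to 525934 on the − strand.

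**Figure D1:**
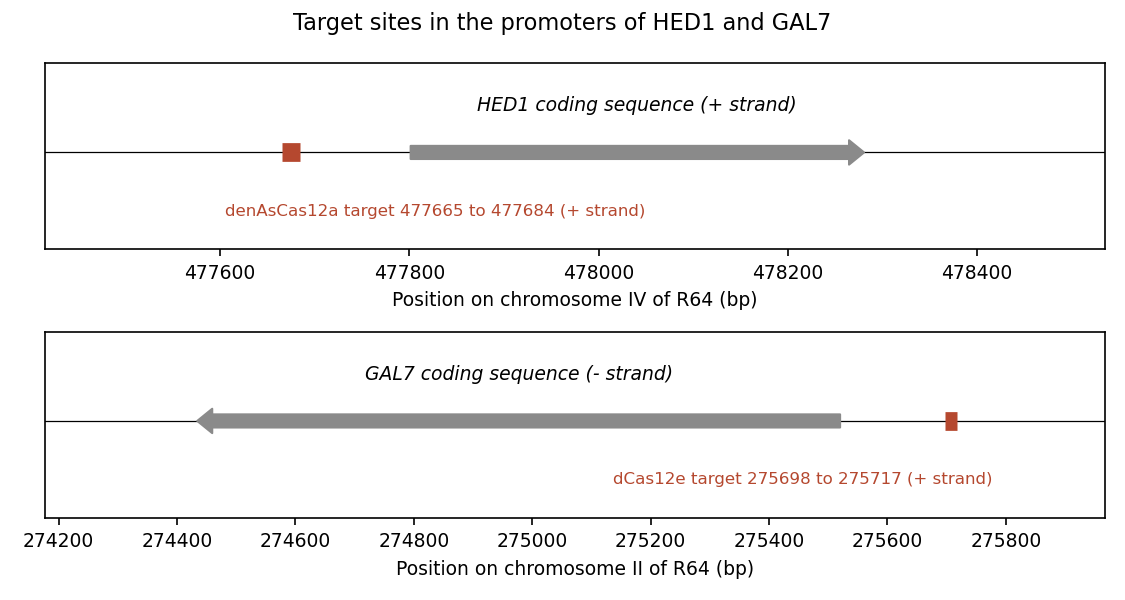
Positions in bp on chromosome IV (top) and chromosome II (bottom) of R64. Arrows are the coding sequences of HED1 and GAL7 in the direction of transcription and red boxes are the target sites of the sequenced strains, both of which lie upstream of the coding sequence.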

The ScrRNA binding sites were identified according to the location of the PAM and the TATA box. dCas12e: the PAM is 5'-TTCN and the target sequence was taken from the sense strand. denAsCas12a: the PAM is 5'-TTTV and the target sequence was taken from the anti-sense strand.

## 5. RNA-seq

In order to activate the expression of the two reporter proteins, yEGFP and yEBFP, we chose, as targets, the 20-nt-long bacterial sequences lexOpR and tetOp, respectively. We carried out a computational analysis, with the web-server Cas-OFFinder (9) (<http://www.rgenome.net/cas-offinder/>) to ensure that both bacterial operators are absent from the yeast genome (in conjunction with the PAM of both Cas12 proteins). The same analysis was repeated on the sequences of the endogenous promoters (pHED1, pGAL7, and pCYC1) where the dCas12:ScRNA activators bound. In this case, we wanted to verify their uniqueness in the *S. cerevisiae* genome. The results, presented in Table S32, point out that at least 4 mismatches are present between each target and its most similar genomic sequence.

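Both strands of the reference genome, 12157105 bp in all, were searched for the 8 targets of Table S32 behind their PAM, without bulges. The smallest number of mismatches outside the targets was 4, at 1 site each for tetOp and pCYC1 with dCas12e and for pGAL7 with denAsCas12a. The site of tetOp lies on chromosome IX from 417904 to 417923 in MGA2, that of pCYC1 on chromosome XI from 160985 to 161004 in RSM22, and that of pGAL7 on chromosome IV from 466664 to 466683 in SNQ2. Over all targets there were 17 sites with up to 5 mismatches, besides 4 exact matches at the endogenous promoters. If no PAM was required, the number of sites rose to 894. Apart from the lexOpR sites, the targets of the sequenced strains had 1 further site each. For pHED1 with denAsCas12a it lies on chromosome X from 255038 to 255057 in TOK1, 596 bp from the start of KHA1 (YJL094C), with the mismatches T11G, G16T, T17C, A18T and C19T counted from the PAM-proximal end. For pGAL7 with dCas12e it lies on chromosome XIII from 834705 to 834724 in AEP2 (YMR282C), with the mismatches A2T, C6G, A11C, A14G and G18T. The ratio of KHA1 was 0.946 (counting interval from 0.909 to 0.985) in the denAsCas12a pair, and that of AEP2 was 1.09 (from 1.01 to 1.18) in the dCas12e pair. None of the 3 genes that start within 1000 bp of such a site passed 2-fold.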

**Table S32.** Computational OFF-target analysis. For each target, Cas-OFFinder finds sequences, downstream of the selected PAM, that differ for up to 9 mismatches. Perfect matches are present only for the endogenous genes. DNA and RNA Bulge Size were set to 0 (default value).

RNA-seq analysis was carried out by (Sangon Biotech (Shanghai) Co., Ltd.). We selected two strains, byMM1827 and byMM1832, where both denAsCas12a:ScRNA-5' and dCas12e:ScRNA-L1 targeted 3xlexOpR-truncated\_pCYC1core (in front of yEGFP) and the promoter of an endogenous gene (pHED1 and pGAL7, respectively). Transcript amount was compared to that of the corresponding "control" strains (byMM1777 and byMM1736), where the ScRNAs were not expressed. 

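The control strains differ from each other in the Cas protein and in the reporter plasmid, and their comparison shows how far a pair of libraries can differ when no ScRNA is expressed. Between byMM1736 and byMM1777, 113 genes differed at least 2-fold, 48 higher and 65 lower in byMM1736, which is 1.88% of the genes. In simulated unchanged libraries this number was 9.88 on average. The median log2 ratio of all genes was −0.22, and with the counts scaled to a median of 0 the genes past 2-fold were 77 higher and 29 lower, while relative to ACT1 they were 27 higher and 183 lower. Of the genes past 2-fold between byMM1827 and its own control, 49 also differed the same way between the control libraries. These are 58.3% of those genes, of which some are shared only because both comparisons use byMM1777: in 100 simulations of unchanged libraries 9.35 genes were past 2-fold on average, and 3.28 of them, or 35.1%, were shared. Against byMM1736 in place of byMM1777, 75 of those genes were within 2-fold, and 8 differed the same way against both controls. The marker gene URA3 was 2.12-fold lower in byMM1736 than in byMM1777 (counting interval of the ratio from 0.466 to 0.480). The reference gene of the RT-qPCR measurements, ACT1, had a ratio of 1.16 (from 1.155 to 1.171) in the denAsCas12a pair and of 1.07 (from 1.06 to 1.08) in the dCas12e pair.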

As shown in Figure S8, the  $R^2$  values are very close to 1, which indicates that most of the yeast genes do not resent of the presence of dCas12:ScRNA activators. 

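The squared Pearson correlation of log10(TPM + 1) across all genes was 0.9813 in the denAsCas12a pair (0.9792 to 0.9831, 95% of 1000 bootstrap resamples of the genes). In the dCas12e pair it was 0.9707 (0.9677 to 0.9735). The 2 control libraries, neither with ScRNAs, had a value of 0.979 (0.9767 to 0.9809). With the controls exchanged between the pairs, byMM1827 and byMM1736 had a value of 0.9888 and byMM1832 and byMM1777 had a value of 0.9495. These are correlations across genes, which are not independent replicates. A pseudocount of 0.1 TPM lowered the value to 0.9754 in the denAsCas12a pair and to 0.9654 in the dCas12e pair.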

The *HIS3* gene, which is unfunctional in the control strains, is highly expressed in both strains hosting the complete circuits. 

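HIS3 (YOR202W) lies on chromosome XV from 721946 to 722608, and the chassis strain carries the allele his3Δ1. It had 194348 counts in byMM1827 and 5195 in byMM1777, a ratio of 25.6 (counting interval from 24.9 to 26.4). In byMM1832 it had 89018 counts against 8925 in byMM1736, a ratio of 10.9 (from 10.6 to 11.1). Under other scalings of the counts the ratio ranged from 22.0 to 28.7 in the denAsCas12a pair and fell to 10.1 in the dCas12e pair relative to ACT1. The other markers of the circuits differed less: LEU2 had ratios of 1.13 and 1.33, TRP1 of 0.767 and 0.823, and URA3 of 0.80 and 0.914 in the denAsCas12a and the dCas12e pair, respectively.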

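HED1 (YDR014W-A), the endogenous target in byMM1827, was 1.92 times as high as in byMM1777 (counting interval from 1.68 to 2.20) and 1.83 times as high as in byMM1736 (from 1.62 to 2.06). Relative to ACT1 the first of these ratios was 1.65, outside its counting interval. GAL7 (YBR018C), the endogenous target in byMM1832, was 1.72 times as high as in byMM1736 (from 1.36 to 2.17) and 2.18 times as high as in byMM1777 (from 1.64 to 2.91). In the pair where it was not targeted, GAL7 had a ratio of 1.67 (from 1.25 to 2.24) between byMM1827 and byMM1777, which lies within the counting interval of the targeted pair, and of 1.32 (from 1.03 to 1.68) between byMM1827 and byMM1736. HED1, where it was not targeted, had a ratio of 0.508 (from 0.428 to 0.603) between byMM1832 and byMM1736. For yEGFP no value was analysed here.

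**Figure D2:**
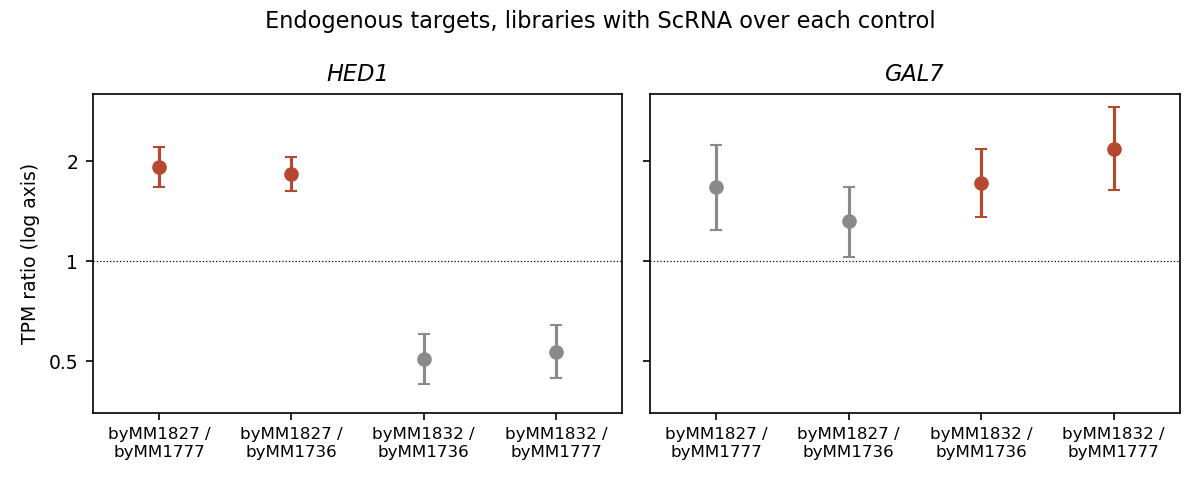
TPM ratios, on a log axis, of HED1 (left) and GAL7 (right) between each strain with ScRNAs and each control strain. Red points are the strain where the gene was targeted, grey points the strain where it was not, and bars are 95% counting intervals. The ratio of GAL7 is above 1 in all 4 comparisons, and that of HED1 only where it was targeted.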

The synthetically activated genes appear less expressed if compared to the RT-qPCR measurements (see Table S39). Rather strikingly, both byMM1827 and byMM1832

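In the authors' deposited tables of comparisons, which hold a q-value per gene from single libraries, 4607 genes (71.7% of those listed) have a q-value under 0.05 in the denAsCas12a pair and 4441 (69.2%) in the dCas12e pair. In the authors' deposited tables, 95 of these genes in the denAsCas12a pair have a log2 fold change of at least 1 in size, 51 up and 44 down. The corresponding genes in the authors' deposited table of the dCas12e pair are 55 up and 155 down. Of the authors' calls, 79 in the denAsCas12a pair and 198 in the dCas12e pair were also past 2-fold when computed with a minimum of counts and a floor. The other 16 and 12 calls were genes with a mean under 10 counts. Of the genes past 2-fold, 27 in the denAsCas12a pair and 41 in the dCas12e pair had a mean under 100 counts, where the counting intervals are wide.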

present a substantial number of genes that are either up- or even downregulated in the presence of dCas12:ScRNAs (their functions and possible cause of unbalanced expression are listed in Tables S40-S41). This is particularly evident when dCas12e:ScRNA-L1 is active in yeast strains.

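The counting interval lay wholly past 2-fold for 36 genes in the denAsCas12a pair, 18 higher and 18 lower, and for 149 genes in the dCas12e pair, 29 higher and 120 lower. Between the control libraries it did so for 35 genes. With all libraries thinned to the depth of the smallest, byMM1832 still differed at least 2-fold from its control at as many genes as before, and byMM1827 at 93. Past 2-fold the same way in both pairs were 18 genes (1.39 expected by chance), 189 were past it in the dCas12e pair alone, and 3 went opposite ways. These 3 were CPP2, which is at 0 counts in byMM1736 and lies within the reverse-strand gene YDR209C, YGR121W-A, with at most 46 counts in a library, and the tRNA gene tA(AGC)K1, with at most 16. The Spearman correlation of the log2 ratios of the pairs across genes, which are not independent replicates, was 0.21. The number of genes also depended on the control library: byMM1832 differed at least 2-fold from byMM1777 at 498 genes (114 higher and 384 lower), and byMM1827 differed from byMM1736 at 36 genes (21 higher and 15 lower).

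**Figure D3:**
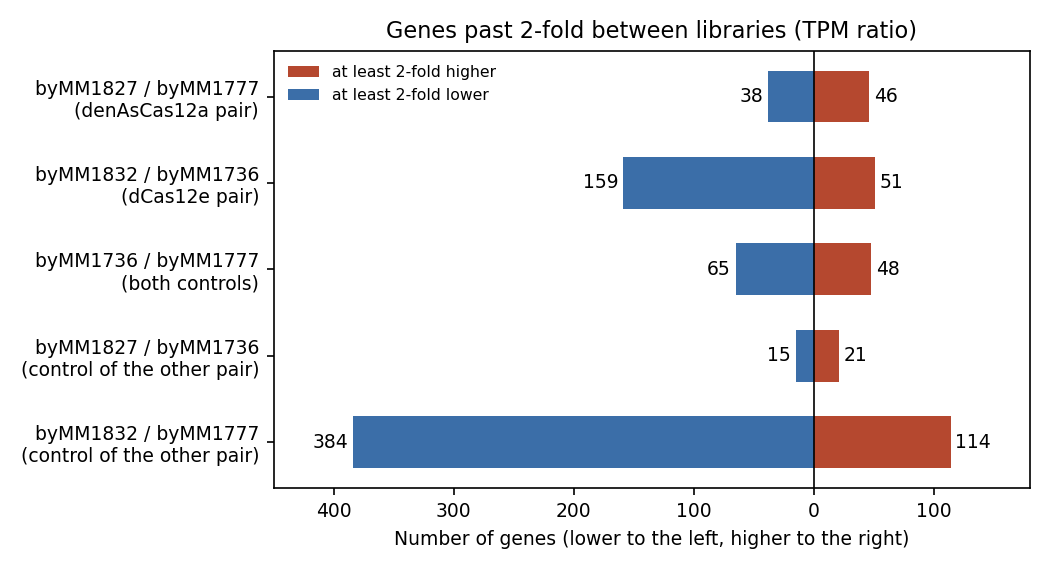
Number of genes at least 2-fold higher (red, right) or lower (blue, left) in the first library than in the second, by TPM ratio. The upper 2 bars are the pairs of the paper, the third is the comparison of the control libraries, and the last 2 use the control of the other pair. The comparisons with byMM1832 have the most genes.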

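The stress-induced genes were 1 of 17 gene lists compared with random lists matched on mean expression. Among so many lists, 0.85 would lie outside the central 95% by chance in a pair, whereas 7 did in the denAsCas12a pair (3 below and 4 above) and 12 in the dCas12e pair (10 below and 2 above). Genes of a list can move together without ScRNAs, and between the control libraries 4 lists lay outside. A scaling factor per library moves a list and its random lists alike, so that the percentiles do not depend on it, whereas relative to ACT1 the median of all genes was −0.38 in the denAsCas12a pair and −0.06 in the dCas12e pair, which turns the sign of list medians near 0. Targets of the heat shock factor had a median log2 ratio of 0.18 in the denAsCas12a pair (percentile 99.03) and of 0.22 in the dCas12e pair (percentile 95.17, inside the central 95%). Cell wall integrity genes lay above the random range in both pairs, with medians of 0.19 (percentile 99.47) and 0.39 (percentile 99.98), and for byMM1832 against byMM1777 they were inside it (percentile 97.39). NCW2, a cell wall gene of Table S35, was the member with the largest change in the dCas12e pair. Genes of the unfolded protein response were at −0.21 (percentile 8.82) in the denAsCas12a pair and at 0.29 (percentile 98.05) in the dCas12e pair, where they too were inside the range against byMM1777 (percentile 93.56). Oxidative stress genes were inside the random range in both by the median, at −0.14 and −0.11, and below it in the dCas12e pair by the mean of the list, at −0.34 (percentile 0.98). DNA damage genes were at 0.02 (percentile 97.09) and, in the dCas12e pair, below the random range at −0.28 (percentile 0.26). Ribosome biogenesis genes were below it in both, at −0.41 (percentile 0.0) and −0.09 (percentile 1.9). With the other control library, byMM1736, ribosome biogenesis genes of byMM1827 were inside the range, at 0.02 (percentile 3.9). Against byMM1736, heat shock factor targets and cell wall integrity genes of byMM1827 stayed above the range, at 0.14 (percentile 99.7) and 0.2 (percentile 99.86). By the mean of the list, heat shock factor targets (percentile 91.45) and cell wall integrity genes (percentile 95.15) were inside the range in the denAsCas12a pair. In the dCas12e pair ribosome biogenesis (percentile 14.7) and unfolded protein genes (percentile 96.62) were inside it by the mean. DNA damage genes went the other way, above it by the mean in the denAsCas12a pair (percentile 98.81).

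**Figure D4:**
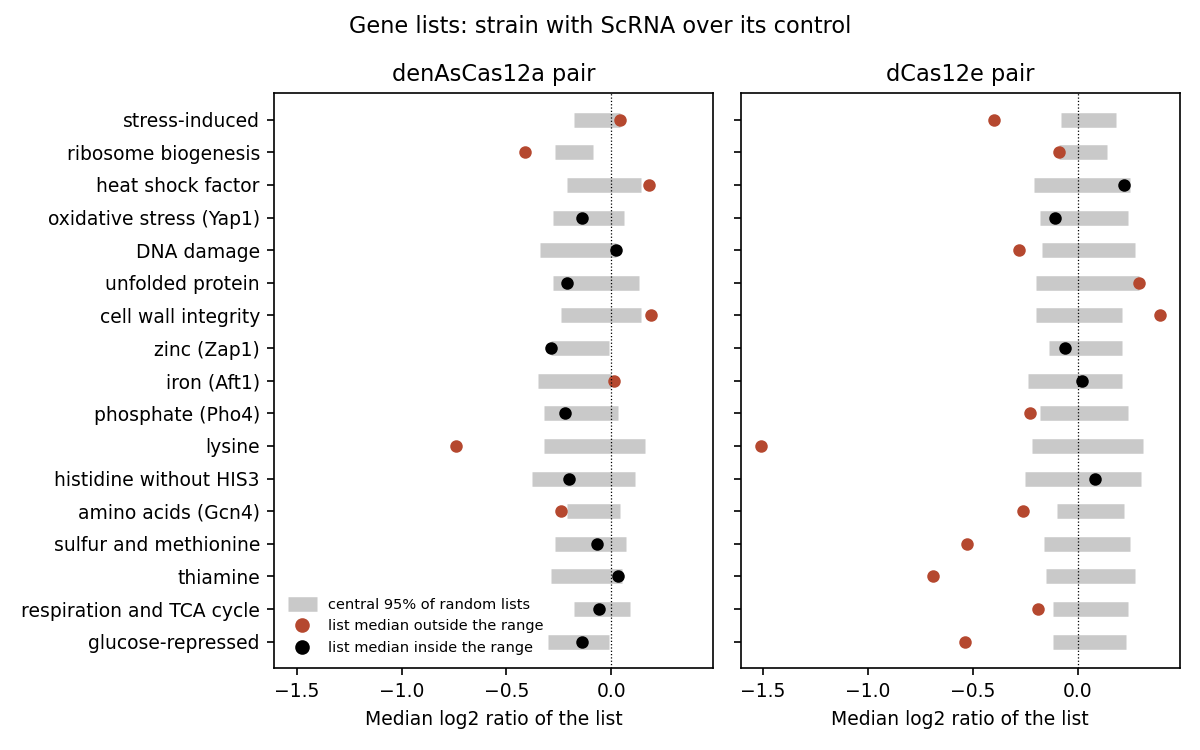
Median log2 ratio of each gene list (points) in the denAsCas12a pair (left) and the dCas12e pair (right), with the central 95% of 10000 random lists (grey bars). Red points lie outside the grey bar. Lysine genes have the lowest median in both pairs.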

Taken together, our computational analysis together with the RNA-seq results suggest that the expression and activity of (especially) dCas12e:ScRNA-L1 determine an overall stress condition for yeast cells. As a consequence, the transcription of multiple DNA sequences changes, also in a considerable way, which, however, does not preclude the normal cell functions and viability.

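Among the lists of nutrient genes, the 9 lysine genes had a median log2 ratio of −0.74 in the denAsCas12a pair and −1.51 in the dCas12e pair, in both lower than in all random lists, and by TPM ratio all 9 genes were lower in both pairs. Genes of amino acid synthesis, 7 of which are also in the lysine or histidine list, were at −0.24 (percentile 0.98) and −0.26 (percentile 0.02). Of the 2 pairs with their own controls, only in the dCas12e pair did the lists of sulfur and methionine (−0.53), thiamine (−0.69), glucose-repressed (−0.54), respiration (−0.19) and phosphate genes (−0.23) lie below the random range. In the denAsCas12a pair these medians were −0.07, 0.03, −0.14, −0.06 and −0.22, inside it. With the controls exchanged, respiration and phosphate genes of byMM1832 were inside the range (percentiles 21.16 and 3.76), while for byMM1827 respiration and thiamine genes were below it, at −0.12 (percentile 1.56) and −0.21, and glucose-repressed genes above it, at 0.26. Iron genes lay above the range in the denAsCas12a pair at 0.01 (percentile 98.1) and inside it in the dCas12e pair at 0.02 (percentile 59.73). For byMM1827 against byMM1736 iron genes were inside it, at −0.01 (percentile 15.06), as they were in the denAsCas12a pair by the mean of the list, at −0.03 (percentile 91.09). Zinc genes were inside it in both by the median, at −0.29 (percentile 2.97) and −0.06, but below it in both by the mean of the list, at −0.36 (percentile 0.1) and −0.41, and by the median for byMM1827 against byMM1736 (percentile 0.0). Histidine genes without HIS3 were inside it in both, at −0.20 and 0.08. From the absence of close off-target sites together with the genes that went up or down in these libraries, the paper proposes that the activators, especially dCas12e:ScRNA-L1, put the cells under an overall stress, and it states that the transcription of multiple sequences changes as a consequence without precluding normal cell functions.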

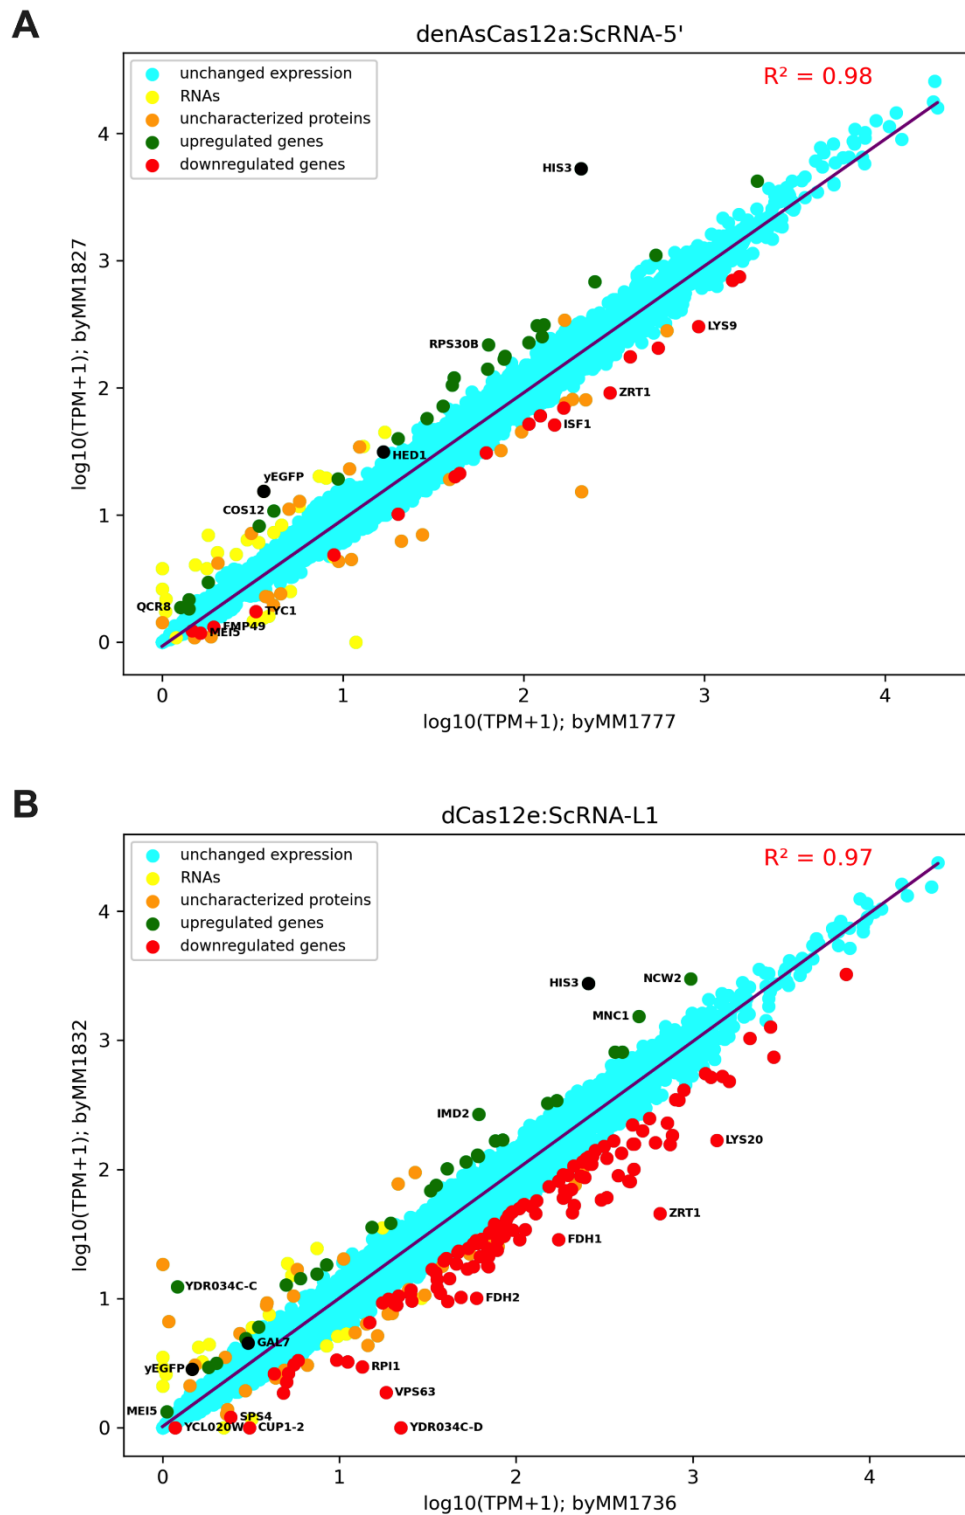

**Figure S8.** RNA-seq analyses. Effects on transcript abundance due to (A) denACas12a:ScRNA-5' and (B) dCas12e:ScRNA-L1. Many over/under-expressed DNA segments are responsible for the production of RNA sequences (yellow dots) or uncharacterized proteins (orange dots). Black dots are the three genes (per strain) that are expected to be upregulated by our synthetic activators. Among the remaining genes, we labeled and described only those whose expression changed (up or down) in a remarkable way (see Tables S40-S41).

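The RNA-seq ratios of the endogenous targets rest on modest numbers of reads. HED1 had 819 counts (30.3 TPM) in byMM1827 and 292 counts (15.8 TPM) in byMM1777. GAL7 had 189 counts (3.53 TPM) in byMM1832 and 120 counts (2.05 TPM) in byMM1736. Set beside the 100 genes nearest in mean expression, the ratio of HED1 in the denAsCas12a pair was higher than all 100, and that of GAL7 in the dCas12e pair was higher than 91. GAL7 was higher than 95 of its neighbours in the denAsCas12a pair too, where it was not targeted, while HED1 was higher than 1 of its neighbours in the dCas12e pair. The genes next to the targets on the chromosome moved differently. RAD61 and DAD1, which flank HED1, had ratios of 0.539 and 1.43 in the denAsCas12a pair, and KAP104 and GAL10, which flank GAL7, had ratios of 1.26 and 1.00 in the dCas12e pair. The ratios near HED1 depended on the control library: against byMM1736, RAD61 of byMM1827 was at 0.907 (from 0.793 to 1.04) and DAD1 at 0.850 (from 0.785 to 0.922). CYC1 had a ratio of 0.925 in the denAsCas12a pair, which rose to 1.04 when scaled to a median of 0 and fell to 0.795 relative to ACT1. In the dCas12e pair its ratio was 0.753. The ratios of CYC1 depended on the control library too: byMM1827 was at 0.754 against byMM1736 (from 0.741 to 0.767), and byMM1832 at 0.924 against byMM1777 (from 0.905 to 0.943).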

**Table S33.** Comparison between the transcript increase measured with RNA-seq and RT-qPCR.

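Table S34 lists 9 genes of the denAsCas12a pair, and for 5 of them the counting interval lay wholly past 2-fold. RPS30B (YOR182C) was 3.46-fold higher (interval from 3.12 to 3.83) in byMM1827 than in byMM1777, and its ratio to byMM1736 was 1.02 (from 0.962 to 1.08). COS12 (YGL263W) was 3.10-fold higher (from 2.56 to 3.75), and 1.94-fold higher than in byMM1736. ZRT1 (YGL255W) was 3.31-fold lower and LYS9 (YNR050C) 3.06-fold lower than in byMM1777, and against byMM1736 they were 7.21-fold and 2.45-fold lower. ISF1 (YMR081C) was 2.94-fold lower, and 1.36-fold lower against byMM1736. The other 4 genes have few reads. QCR8 (YJL166W) had 14 counts in byMM1827 and 3 in byMM1777, so that by the floor it was at least 3.31-fold higher, but the interval from 0.892 to 17.4 includes 1 and a rise is not told from counting error. MEI5 (YPL121C) had 7 counts against 16, TYC1 (YBR296C-A) 5 against 11, and FMP49 (YER038W-A) 7 against 14, with upper limits of the ratio at 0.77, 0.972 and 0.907. Against byMM1736 the direction turned for QCR8 (ratio 0.531), MEI5 (at least 2.18-fold higher) and TYC1 (1.49), each with an interval that includes 1, while FMP49 stayed lower (0.351). The reading frame of FMP49 is overlapped over 98.7% of its length by HVG1, and the counting is not stated to separate the 2 genes.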

**Table S34.** Gene expression, byMM1827 vs byMM1777.

**Table S35.** Gene expression, byMM1832 vs byMM1736.

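Of the 14 genes that Table S35 lists for the dCas12e pair, 13 had a counting interval wholly past 2-fold, 8 overlap another gene or share their sequence with a copy, and 4 rest on a bound. ZRT1 was 14.6-fold lower in byMM1832 than in byMM1736 (interval of the ratio from 0.0659 to 0.0715) and 6.69-fold lower than in byMM1777. LYS20 (YDL182W) was 8.15-fold lower, with 53.5% of its 31-nt words unique in the genome. FDH1 (YOR388C) was 6.28-fold lower, and its near-identical copy FDH2, labelled in Figure S8, was 6.5-fold lower, with 10.7% and 10.6% of unique words. RPI1 (YIL119C) was 6.35-fold lower and SPS4 (YOR313C) 6.93-fold lower, the latter with 11 counts against 77. MNC1 (YBR056W-A) was 3.11-fold higher (from 3.02 to 3.21), NCW2 (YLR194C) 3.07-fold higher (from 3.03 to 3.10) and IMD2 (YHR216W), with 50.2% of unique words, 4.41-fold higher. MEI5 had 11 counts in byMM1832 and 2 in byMM1736 and by the floor was at least 3.95-fold higher, with an interval that starts at 1.31. VPS63 (YLR261C) had 15 counts against 300 and was 19.7-fold lower, while YPT6, which covers 97.9% of it, had 545 counts against 255. YDR034C-D had 0 counts in byMM1832 against 5977 and was at least 1831-fold lower, and the overlapping YDR034C-C had 725 counts against 16 and was 52.2-fold higher. These are overlapping reading frames of 1 transposon, with 2.35% and 1.86% of unique words. YCL020W and CUP1-2, with 2.02% and 0.0% of unique words, had 0 counts against 13 and 21, so that they were at least 4.01-fold and 6.43-fold lower.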

Source: the Saccharomyces Genome Database (SGD)—<https://www.yeastgenome.org>

## References

1. Yu, L. and Marchisio, M.A. (2021) *Saccharomyces cerevisiae* Synthetic Transcriptional Networks Harnessing dCas12a and Type V-A anti-CRISPR Proteins. *ACS Synth Biol*.
2. Liu, J.J., Orlova, N., Oakes, B.L., Ma, E., Spinner, H.B., Baney, K.L.M., Chuck, J., Tan, D., Knott, G.J., Harrington, L.B. *et al.* (2019) CasX enzymes comprise a distinct family of RNA-guided genome editors. *Nature*, **566**, 218-223.
3. Guo, M., Ren, K., Zhu, Y., Tang, Z., Wang, Y., Zhang, B. and Huang, Z. (2019) Structural insights into a high fidelity variant of SpCas9. *Cell Res*, **29**, 183-192.
4. Atasoy, D., Aponte, Y., Su, H.H. and Sternson, S.M. (2008) A FLEX switch targets Channelrhodopsin-2 to multiple cell types for imaging and long-range circuit mapping. *J Neurosci*, **28**, 7025-7030.
5. Yu, L. and Marchisio, M.A. (2023) CRISPR-associated type V proteins as a tool for controlling mRNA stability in *S. cerevisiae* synthetic gene circuits. *Nucleic acids research*.
6. Katz, N., Cohen, R., Solomon, O., Kaufmann, B., Atar, O., Yakhini, Z., Goldberg, S. and Amit, R. (2018) An in Vivo Binding Assay for RNA-Binding Proteins Based on Repression of a Reporter Gene. *ACS Synth Biol*, **7**, 2765-2774.
7. Zalatan, J.G., Lee, M.E., Almeida, R., Gilbert, L.A., Whitehead, E.H., La Russa, M., Tsai, J.C., Weissman, J.S., Dueber, J.E., Qi, L.S. *et al.* (2015) Engineering complex synthetic transcriptional programs with CRISPR RNA scaffolds. *Cell*, **160**, 339-350.
8. Denman, R.B. (1993) Using RNAFOLD to predict the activity of small catalytic RNAs. *BioTechniques*, **15**, 1090-1095.
9. Bae, S., Park, J. and Kim, J.S. (2014) Cas-OFFinder: a fast and versatile algorithm that searches for potential off-target sites of Cas9 RNA-guided endonucleases. *Bioinformatics (Oxford, England)*, **30**, 1473-1475.

How the deposited data were processed for this re-analysis (not part of the article)

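RNA-seq was analysed for 4 strains of S. cerevisiae with 1 library per strain: byMM1827 (denAsCas12a:ScRNA-5′) and its control byMM1777, and byMM1832 (dCas12e:ScRNA-L1) and its control byMM1736. The strains were taken from the sample labels and the strain list of the Supplementary Material. RNA was extracted with Trizol and sequenced by Sangon Biotech.

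The authors deposited the counts of reads per gene as whole numbers, without normalization, and a second table in TPM, in which the authors divided the counts by a length per gene and scaled each library to nearly the same total. Both tables list 6421 genes. The authors also deposited a table per pair with the log2 fold change, which equals the log2 of the ratio of the TPM of the 2 libraries with a TPM of 0 replaced by 0.0001, and with a p-value and a q-value from a comparison of single libraries. The aligner, the genome build, the annotation, the gene lengths and the test behind the q-values are not named in the paper's text. The tables hold 4 further columns of strains that are not among the samples of the series, and these were not used. No row of yEGFP was analysed here, although the design had foreseen one.

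The total count per library was 50682175 in byMM1736, 37291573 in byMM1777, 54030615 in byMM1827 and 47227473 in byMM1832, and a median gene had from 1910 to 2490 counts. The 10 genes with the most reads took from 10.8% to 13.8% of the counts. Of the gene identifiers, 6062 matched a symbol, a synonym or a locus tag in the annotation.

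The TPM ratio of each strain with ScRNAs to its control was computed without a pseudocount. A library at or under 3 counts for a gene was set at the TPM that 3 counts are worth, and the ratio was then given as a bound, with no ratio where both libraries were at or under 3 counts. Ratios have a 95% Clopper-Pearson interval from the counts of the gene in the 2 libraries, which covers counting error only, since reads are not independent molecules and there are no replicates. Genes past 2-fold were counted over the 6013 genes with a mean of at least 10 counts. No model was fitted. With 1 library per strain the effect of the ScRNA within a pair has no replicate error, and an additive model of Cas protein and ScRNA over the 4 libraries was not tried. There are thus no p-values here other than those of the authors. The R2 was the squared Pearson correlation of log10(TPM + 1), with 1000 bootstrap resamples of the genes. The 17 gene lists (stress-induced, ribosome biogenesis, heat shock factor, oxidative stress, DNA damage, unfolded protein, cell wall integrity, zinc, iron, phosphate, lysine, histidine, amino acids, sulfur and methionine, thiamine, respiration, and glucose-repressed genes) were written from general knowledge of yeast regulons, and each list's median was placed among 10000 random lists in which each member was replaced by one of the 100 genes nearest in mean expression. FKS2 and ARN2 are not among the gene names of the tables and were left out of their lists.

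The 8 targets of Table S32 were searched on both strands of the reference genome R64 behind TTCN or TTTV, with up to 5 mismatches and no bulges. This reference is of strain S288C, while the strains studied are derived from CEN.PK2-1C. The share of each gene's 31-nt words that occur once in the genome, and its overlap with other genes, served to mark genes whose reads the counting could have split; the counting is not stated to use strand.

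The genes named in the text are the circuit, marker and reference genes, those of Tables S34 and S35 and Figure S8, the neighbours of HED1 and GAL7, the 5 largest rises and falls per pair among genes with at least 50 counts in one library and the interval past 2-fold, up to 5 genes moving the same way or opposite ways in both pairs, the largest member of each list outside the central 95% of random lists, and genes near off-target sites. Genes named outside this rule are said to be so.

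The alternatives, fixed before the data were examined, were a pseudocount of 1 or 0.1 TPM, counts per total count, TMM factors, median-ratio size factors, ratios relative to ACT1, no filter or a mean of at least 100 counts, a threshold of 3-fold, intervals wholly past 2-fold, counts thinned to the smallest library, other settings of the correlation, unmatched random lists, the mean of a list, and other limits of the site search. Checks of gene length and GC content removed the running median over 300 genes. The calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, which were used only for the scaling factors.

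The calculations were tested on simulated data. Counts of 6013 genes were drawn at the depths of byMM1832 and byMM1736, with counting error alone. In 200 genes they were changed by known folds, all well past 2-fold, so that changes near that limit were not tested. Of the changed genes, 100.0% passed 2-fold in the right direction. The interval held the true ratio for 95.5% of genes, and 0.103% of the 5813 unchanged genes passed 2-fold. Of 200 unchanged lists of 20 genes, 5.5% lay outside the central 95%, and of 60 planted sites 100.0% were found.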

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

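Apart from the tests of depth, stress, low counts, gene length, the control library and histidine prototrophy for the surplus of genes in the dCas12e pair, the tests of this part were chosen after the result was seen. Each strain has a single library, so that no pattern here has a replicate check.

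In the dCas12e pair, 132 genes that the paper does not name had a counting interval wholly past 2-fold, a signal in genes outside those the paper discusses. Between the control libraries there were 32 such genes, and in the denAsCas12a pair 30. Most technical explanations are argued against by the tables. With the libraries thinned to one depth the dCas12e pair had 2.26 times as many genes past 2-fold as the denAsCas12a pair, and over genes with a mean of at least 100 counts 2.96 times as many. Simulated unchanged libraries gave at most 16 genes past 2-fold. The log2 ratio in the dCas12e pair was unrelated to gene length (Spearman 0.0 across genes, which are not independent replicates; the surplus was 3.02 times once the trend was removed), and after the trend with GC content was removed the surplus was 3.21 times. Without overlapping or repeated genes the dCas12e pair had 150 genes past 2-fold, 3.06 times the number in the denAsCas12a pair. Against byMM1777 the number was 498, which does not decide whether the library of byMM1736 is unusual, since byMM1777 itself differs from the others. Chosen after the result was seen, the comparison of byMM1827 with byMM1736 gave 36 genes, which argues against a library of byMM1736 that stands apart from the other 3. A general stress response is argued against by the stress-induced list, at percentile 0.0 of the random lists. A shared effect of the HIS3 marker is not excluded: 8.57% of the genes moved the same way past 2-fold in the denAsCas12a pair, 18 genes where 1.39 were expected by chance, and genes that fell in the dCas12e pair had a median log2 ratio of −0.29 in the denAsCas12a pair (−0.16 over all genes), so that a smaller effect there would miss the 2-fold limit. What also stays open is an effect of dCas12e:ScRNA-L1 itself, or a difference between the cultures of byMM1832 and of the other strains, which 1 library per strain does not separate.

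The control libraries differed from each other at 113 genes past 2-fold, a comparison that the paper does not report, where counting error alone gave at most 18 genes in simulated unchanged libraries. Most of the genes past 2-fold in the denAsCas12a pair were within 2-fold against the other control, and a candidate explanation is that the library of byMM1777 stands apart from the other 3: byMM1832 had 2.37 times as many genes past 2-fold against byMM1777 as against byMM1736. Depth is argued against, since with all libraries thinned to one depth 93 genes were past 2-fold in the denAsCas12a pair and 41 for byMM1827 against byMM1736, and so is counting error, with at most 18 genes in its simulated pairs. The log2 ratio in the denAsCas12a pair had a Spearman correlation across genes of −0.11 with gene length and of 0.27 with GC content. Removing the trend with gene length left 64 genes and removing that with GC content left 57 genes, of 65 before among the 5889 genes with both values. For byMM1827 compared with byMM1736 they were 31 and 30. The gene lists of the denAsCas12a pair were not adjusted for GC content, so that its part in their percentiles is not known. Without overlapping or repeated genes 49 genes were left, against 18. Whether the difference of byMM1777 lies in the strain, the culture or the library is not answered by these tables, and the strain differs from byMM1736 by design in the Cas protein and the reporter plasmid. Of the 5 comparisons, that of byMM1827 with byMM1736 had the fewest genes past 2-fold.

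GAL7 was 1.67 times as high in byMM1827 as in byMM1777, although no ScRNA of byMM1827 targets it, a signal outside the paper's comparison of targeted genes. An off-target site is argued against: 0 sites with up to 5 mismatches of the denAsCas12a ScRNAs behind TTTV lie within 1000 bp of the start of GAL7. Counting error is argued against by the lower limit of the interval, 1.25. The ratio to byMM1736 was 1.32, with an interval from 1.03 to 1.68, so that an unusual library of byMM1777 and a rise of GAL7 in byMM1827 cannot be told apart with 1 library of each. GAL7 has from 68 to 189 counts per library, and the counting interval of its ratio in the targeted pair, from 1.36 to 2.17, includes the ratio in the untargeted one.

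HED1 went opposite ways in the pairs: it rose where it was targeted and had a ratio of 0.508 in the dCas12e pair, where it was not. The difference between the pairs was not tested, since each has 1 library per strain. An off-target site is argued against, with 0 sites of the dCas12e ScRNAs within 1000 bp of the start of HED1, as is counting error, with an upper limit of 0.603. The library of byMM1736 is argued against as the cause, since the ratio of byMM1832 to byMM1777 was 0.534. A lower expression of HED1 in the cells of byMM1832 remains a hypothesis.

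The stress-induced list went opposite ways relative to random lists: in the denAsCas12a pair its median of 0.04 lay at the upper edge, and in the dCas12e pair it was −0.40, below all random lists. Against byMM1736 the list of byMM1827 was at 0.18, above all random lists. The difference between the pairs was not tested. The fall in the dCas12e pair was not removed by taking the other control (percentile 0.0 against byMM1777). Trends with gene length and GC content were too small to give it: the running median of the log2 ratio was nowhere below −0.16 along gene length and −0.11 along GC content, so that removing them hardly moved the list (medians −0.39 and −0.40). A difference in glucose left in the cultures would move the glucose-repressed and respiration lists as well. The glucose-repressed list was at percentile 0.0 against both controls, while the respiration list was at percentile 0.24 against byMM1736 and at 21.16 against byMM1777, so that this explanation stays open. The fall may reflect the state of the byMM1832 culture at harvest, and the tables hold no measure of growth to test it.

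YCL021W-A had 391 counts in byMM1827 and 365 in byMM1777 but 0 counts in both byMM1832 and byMM1736, a difference between the strain families that the paper does not report; the gene was chosen after its values were seen. It lies on chromosome III from 83620 to 83997. Shared reads are argued against, since 100.0% of its 31-nt words are unique and 0 genes overlap it, and depth is argued against, since 391 counts were expected in byMM1832 and 420 in byMM1736 at the share of the denAsCas12a libraries. A candidate explanation is that the stretch is missing or silent in the dCas12e strains, whose reporter plasmid differs from that of the denAsCas12a strains. The nearby gene KCC4 kept its reads, with a ratio of 0.75 between byMM1736 and byMM1777 (interval from 0.664 to 0.846), but the DNA of the strains was not analysed here, and a missing and a silent gene cannot be told apart from RNA counts.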

How the results depend on the processing

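No paired analysis was run. With the strains paired by Cas protein there are only 2 pairs, which also differ in the ScRNA and the endogenous target. Because each strain has 1 library, no replicate was left out and no other split of the samples was made. For this part, no test or alternative was added after the results were seen.

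Of the 24 alternative values for HED1, GAL7 and the marker HIS3, 18 stayed within the counting interval and 6 left it, with the direction kept in all. HIS3 is not a target of the ScRNAs, and its ratios are too large for these scalings to turn. For HED1 the ratio was 1.65 relative to ACT1. For HIS3 in the denAsCas12a pair it was 28.7 with TMM factors and with median-ratio size factors and 22.0 relative to ACT1, and in the dCas12e pair it was 10.6 with TMM factors and 10.1 relative to ACT1. These values moved with the scale of the libraries, which the alternatives change by construction. The ratio of GAL7 stayed within its interval under every alternative run.

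The numbers of genes past 2-fold depended on the settings. Without a filter on counts, 64 genes were lower in the denAsCas12a pair and 79 higher in the dCas12e pair. With a mean of at least 100 counts, 33 were higher in the dCas12e pair and 64 differed between the controls, as fewer genes were counted. With a pseudocount of 1 TPM, 25 were lower in the denAsCas12a pair, 33 higher in the dCas12e pair and 71 differed between the controls. With TMM factors 18 and with size factors 17 genes were lower in the denAsCas12a pair. Relative to ACT1, 27 were higher and 101 lower in that pair, and 210 differed between the controls. At a threshold of 3-fold, 10 were higher and 5 lower in the denAsCas12a pair, 14 higher and 50 lower in the dCas12e pair, and 21 differed between the controls. With the counting interval wholly past 2-fold, 18 were higher and 18 lower in the denAsCas12a pair, 29 higher in the dCas12e pair, and 35 differed between the controls. The other 29 of the 50 values stayed within 1.5 times the number reported. Under all 10 alternatives the dCas12e pair had more genes past 2-fold than the denAsCas12a pair, and in the dCas12e pair more genes were lower than higher.

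In the denAsCas12a pair the genes that fell were 45.2% of those past 2-fold as reported. The share that fell was 22.8% with TMM factors, 21.8% with size factors and 78.9% relative to ACT1, so that no direction is stated for this pair as a whole. Between the controls it was 57.5% as reported, 27.4% with TMM factors, 26.9% with size factors and 87.1% relative to ACT1.

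The R2 moved by more than its bootstrap interval with a pseudocount of 0.1 TPM (0.9754 in the denAsCas12a pair and 0.9654 in the dCas12e pair), over genes with a mean of at least 10 counts (0.9769 and 0.9626) and with counts divided by the total count in place of TPM (0.9853 and 0.9744). It was lower in the dCas12e pair under each of these. The cause was not tested.

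The stress-induced list left the upper edge of the random lists in the denAsCas12a pair with a mean of at least 100 counts (median 0.04, percentile 97.19) and with the mean of the list (−0.03, percentile 61.78); the cause was not tested. In the dCas12e pair it stayed below the random lists under all 4 alternatives. Of 128 alternative values for the other lists, 8 entered the central 95% and 8 left it, and 0 changed side. In the denAsCas12a pair, lists that entered it were heat shock factor, cell wall, iron and amino acid genes, and lists that left it were DNA damage, zinc and thiamine genes. For the dCas12e pair, ribosome biogenesis and unfolded protein genes entered it, and heat shock factor, zinc and oxidative stress genes left it.

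The number of sites with up to 5 mismatches was 894 without a PAM, 3 with up to 4 mismatches, and 1 when the 10 PAM-proximal bases had to match, which follow from the rule of each search. Of 432 alternative values for ratios of the named genes, 330 stayed within the counting interval and 102 left it. In 4 of these the ratio crossed 1: CYC1 in the denAsCas12a pair was 1.04 with TMM factors and with size factors, KAP104 was 1.01 with size factors and LEU2 was 0.968 relative to ACT1. In 22 values the ratio crossed 2-fold.

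Depth limits the genes near the floor. A library at 3 counts corresponds to a TPM of 0.0457 to 0.0668 for a median gene, and the ratios of QCR8, MEI5, TYC1 and FMP49 rest on 2 to 26 counts per library. The libraries of the larger genes are deep enough that the interval of ACT1 spans from 1.155 to 1.171, so that the lack of replicates and not the depth limits what is said of them.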

Differences from the paper's values

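The paper's values compared were 25 fold changes of Tables S33 to S35, 16 values of Table S32 and 2 values of R2 in Figure S8, and none of these 43 values differed beyond the counting interval or the limits set for them. The fold changes rest on the TPM of the authors, as the paper's do, so that a match tests the arithmetic only. Of the fold changes, 5 are bounds here because a library was at or under 3 counts, for which the paper gives a single value. A value of the paper past such a bound was not counted as a difference. For YDR034C-D, CUP1-2 and YCL020W the paper gives log2 values of −17.70, −14.36 and −10.81, against bounds of −10.84, −2.69 and −2.0. Those values of the paper follow from a TPM of 0 replaced by 0.0001.

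The paper proposes that the changes come from a stress of the cells, especially with dCas12e:ScRNA-L1. The list of stress-induced genes had a median log2 ratio of −0.40 in that pair, with 35 of 44 genes lower. It stayed below random lists in every alternative tried. The lists of cell wall integrity and unfolded protein genes lay above random lists, though inside their range against byMM1777 (percentiles 97.39 and 93.56). By the mean of the list the unfolded protein genes were inside the range in that pair as well (percentile 96.62).

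The paper lists QCR8 as up-regulated in byMM1827 (Table S34). The ratio, at least 3.31, has a counting interval from 0.892 to 17.4.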

Other observations

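The tests of this part were chosen after the results were seen.

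The lysine list fell in both pairs. An unusual control library is argued against, since with the controls exchanged its median log2 ratio was −0.54 for byMM1827 against byMM1736 and −1.45 for byMM1832 against byMM1777, both lower than in all random lists. Reads shared between repeated genes are argued against as well: over the 7 genes that are mostly unique the median was −0.82 in the denAsCas12a pair and −1.51 in the dCas12e pair. Both strains with ScRNAs carry the HIS3 marker and both controls lack it, and 0 of the 4 strains carry the marker without an ScRNA, so that the marker and the ScRNAs cannot be told apart as the cause. A link between histidine prototrophy and lysine synthesis remains a hypothesis.

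VPS63 of Table S35 may owe its fall to how reads were assigned. The summed counts of VPS63 and the overlapping YPT6 were 560 in byMM1832 and 555 in byMM1736, a ratio of 1.10 (interval from 0.974 to 1.24). In the denAsCas12a pair, YBR090C fell 14.6-fold, from 2889 to 290 counts, while the overlapping NHP6B rose from 1451 to 5158. Their sum had a ratio of 0.86 (from 0.826 to 0.895). Since byMM1777 alone had this split of counts, an assignment of reads between the 2 genes that differed in that library is a candidate explanation.

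These genes were chosen after their values were seen. The 4 genes with at most 3 counts in 1 library and over 50 in another were YCL021W-A, CPP2, YDR034C-D and YPR203W. For the latter 3, reads shared with a copy or an overlapping gene are a possible explanation: all 3 have mostly repeated words or an overlap over most of their length. While YDR034C-D fell from 5977 counts in byMM1736 to 0 counts in byMM1832, the overlapping YDR034C-C went only from 16 to 725. Reads moved from YDR034C-D to YDR034C-C would thus account for a part of the fall at most.

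Beyond the genes of Tables S34 and S35, the largest falls and rises in the denAsCas12a pair included YLR162W, 3.82-fold lower than in byMM1777 and 1.50 times as high as in byMM1736, YEL076C-A, 5.43-fold higher and with 0.0% of unique words, and RDN58-2, an rRNA gene, 3.01-fold higher with a ratio of 0.994 to byMM1736. In the dCas12e pair, GPH1 was 4.09-fold lower, HXT6 5.53-fold lower with 4.34% of unique words, THI4 4.65-fold lower, PHO5 3.37-fold lower and HSP12 2.80-fold lower, while HSP12 was 1.71-fold higher in the denAsCas12a pair. Past the thresholds of the tables, 6 higher and 4 lower genes of the denAsCas12a pair and 10 higher and 1 lower gene of the dCas12e pair are not in them. HIS3 and CPP2 are among them in both pairs, and FDH2 is the lower gene of the dCas12e pair. The paper treats HIS3 in its text, and Figure S8 sets RNA sequences and uncharacterized proteins apart by colour. Such RNA genes not in the tables are snR128 and snR39 in the denAsCas12a pair, and snR57, snR67 and snR76 in the dCas12e pair.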
